# Single-cell RNA sequencing of equine mesenchymal stromal cells from primary donor-matched tissue sources reveals functional heterogeneity in immune modulation and cell motility

**DOI:** 10.1186/s13287-020-02043-5

**Published:** 2020-12-04

**Authors:** Rebecca M. Harman, Roosheel S. Patel, Jennifer C. Fan, Jee E. Park, Brad R. Rosenberg, Gerlinde R. Van de Walle

**Keywords:** Mesenchymal stromal cells, Single-cell RNA sequencing, Heterogeneity, Immune modulation, Cell motility

## Abstract

**Background:**

The efficacy of mesenchymal stromal cell (MSC) therapy is thought to depend on the intrinsic heterogeneity of MSC cultures isolated from different tissue sources as well as individual MSCs isolated from the same tissue source, neither of which is well understood. To study this, we used MSC cultures isolated from horses. The horse is recognized as a physiologically relevant large animal model appropriate for translational MSC studies. Moreover, due to its large size the horse allows for the simultaneous collection of adequate samples from multiple tissues of the same animal, and thus, for the unique collection of donor matched MSC cultures from different sources. The latter is much more challenging in mice and humans due to body size and ethical constraints, respectively.

**Methods:**

In the present study, we performed single-cell RNA sequencing (scRNA-seq) on primary equine MSCs that were collected from three donor-matched tissue sources; adipose tissue (AT), bone marrow (BM), and peripheral blood (PB). Based on transcriptional differences detected with scRNA-seq, we performed functional experiments to examine motility and immune regulatory function in distinct MSC populations.

**Results:**

We observed both inter- and intra-source heterogeneity across the three sources of equine MSCs. Functional experiments demonstrated that transcriptional differences correspond with phenotypic variance in cellular motility and immune regulatory function. Specifically, we found that (i) differential expression of junctional adhesion molecule 2 (*JAM2*) between MSC cultures from the three donor-matched tissue sources translated into altered cell motility of BM-derived MSCs when RNA interference was used to knock down this gene, and (ii) differences in C-X-C motif chemokine ligand 6 (*CXCL6*) expression in clonal MSC lines derived from the same tissue source correlated with the chemoattractive capacity of PB-derived MSCs.

**Conclusions:**

Ultimately, these findings will enhance our understanding of MSC heterogeneity and will lead to improvements in the therapeutic potential of MSCs, accelerating the transition from bench to bedside.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-020-02043-5.

## Background

The potential of mesenchymal stromal cells (MSCs) for therapeutic use has been an active area of research for several decades [1–4]. Thousands of studies, both in vitro and in animal models, have been published, providing evidence for the therapeutic value of MSC, particularly as immunomodulatory cells that migrate to injured tissues and contribute to repair [5–7]. This work has led to the initiation of hundreds of human clinical trials, but despite promising results, MSCs are not widely used therapeutically [8, 9]. This slow transition of MSC therapy from bench to bedside can, in part, be explained by inconsistent study results due to variation in MSC cultures [10].

MSCs can be isolated from various tissue sources including, but not limited to, adipose tissue (AT), bone marrow (BM), peripheral blood (PB), placenta, and dental pulp [11, 12]. The resulting cultures derived from different tissue sources typically exhibit varying degrees of cellular heterogeneity (inter-source heterogeneity). In addition, mixed populations of cell types are suspected to make up cultures isolated from single tissue sources (intra-source heterogeneity). MSC heterogeneity is traditionally assessed by morphology, expression of surface markers, cell kinetics, differentiation potential, and select gene expression patterns [13, 14]. However, the transcriptional heterogeneity of MSCs remains largely unexplored and its contribution to the therapeutic value of MSCs is poorly understood [15].

Single-cell RNA sequencing (scRNA-seq) is a technology that profiles single cells based on gene expression patterns and has been extensively used to characterize cellular diversity in human and mouse models [16, 17]. Studies presenting scRNA-seq datasets to address inter-source variation of MSCs have identified unique gene expression patterns when primary human Wharton’s Jelly-derived MSC were compared with commercial human BM-derived MSCs [18], and when primary human umbilical cord-derived MSCs from one donor set were compared with human synovial fluid-derived MSC collected from a separate set of patients [19]. Ideally, inter-source heterogeneity should be explored by evaluating samples isolated from the same individual to exclude donor-to-donor variation. However, it is difficult to collect multiple tissue specimens from the same human donor due to ethical constraints, especially if tissue collection is not required for routine care and/or if the collection procedure is invasive, as is the case for BM and AT samples. One study, using scRNA-seq and functional follow-up experiments, explored donor-matched human MSCs derived from two sources (BM, AT) and found that AT-derived MSCs depend less on mitochondrial respiration for energy production, express lower levels of human leukocyte antigen class I (MHC Class I), and have an increased immunosuppressive capacity relative to BM-derived MSC [20]. To date, there are no reports on scRNA-seq data on donor-matched tissue-derived murine MSCs. Current scRNA-seq datasets generated to address the intra-source variation of MSC have led to various outcomes. One study reported a lack of heterogeneity in human AT-derived MSCs [21], whereas a later study found them to be heterogeneous [22]. Other studies reported heterogeneity within murine BM-derived MSC and based on gene expression patterns, proposed this to be important for creating specific niches for maintenance and lineage priming of immune cells [23, 24].

To overcome the practical hurdles of collecting donor matched MSCs from different tissue sources, the horse can be used as a model as its large size allows for the collection of adequate samples from multiple tissues without compromising the health of the animal. Additional advantages of using the horse as a model are (i) the availability of an annotated horse genome, (ii) unlike many laboratory animals, the horse being an outbred species like humans, and (iii) the horse being a relevant translational model for the evaluation of novel stem cell-based therapies [25–27].

In this study, we applied scRNA-seq to explore the inter- and intra-source heterogeneity of primary equine MSCs collected from three donor-matched tissue sources (AT, BM, PB). Functional experiments demonstrated that detected transcriptional differences correspond with phenotypic variation in cellular motility and immune regulatory function. This improved understanding of MSC heterogeneity will lead to improvements in the potential of MSC therapy, accelerating its transition from bench to bedside.

## Methods

### Cells

Equine mesenchymal stromal cells (MSCs) used for single-cell RNA sequencing (scRNA-seq) were isolated and cultured from adipose tissue (AT), bone marrow (BM) and peripheral blood (PB), of a healthy adult research warmblood mare, euthanized for reasons unrelated to this study, exactly as described previously [28]. MSC used for validation of gene expression patterns were isolated and cultured from AT, BM and PB of two healthy adult research thoroughbred geldings, euthanized for reasons unrelated to this study. Equine MSCs were characterized by immunophenotypical protein profiling using flow cytometry and the potential for trilineage differentiation, exactly as described previously [28, 29]. Equine neutrophils were isolated from equine peripheral blood, exactly as previously described [30], and used in chemotaxis assays immediately following isolation. Blood collection was approved by the Cornell Institutional Animal Care and Use Committee (IACUC # 2014–0038). Equine vascular endothelial cells (EC) were isolated from the *a. carotis* of healthy horses, euthanized for reasons not related to this study, and cultured, exactly as described before [31].

### Single cell library preparation and sequencing

After two passages in culture, MSCs were processed for scRNA-seq on the 10X Genomics Chromium platform (10X Genomics). Each sample was processed in a single lane on the 10X Genomics Chromium instrument, with a targeted cell recovery of 5000 cells per sample. scRNA-Seq libraries were prepared with the 10X Genomics Chromium Single Cell 3′ Reagent Kit (v2), according to manufacturer’s instructions. Libraries were pooled and sequenced on the Illumina NextSeq 500 in paired-end configuration (Read 1, cell barcode: 26 nt; Read 2, transcript: 98 nt) to a read depth of approximately 24,000 paired-end reads per cell.

### scRNA-seq data processing

The EquCab3.0 reference genome [32] was used in all analyses. Reads were assigned to cell barcodes, mapped and quantified per gene using CellRanger (v 3.0.1, 10X Genomics) with default parameters (“standard workflow”). Raw BAM files were extracted and processed with the End Sequence Analysis Toolkit [33] and a workflow optimized for equine single cell RNA-seq analysis as described in Patel et al. 2020 [34]. Briefly, extracted BAM files were modified such that cell barcode and UMI information were appended to the corresponding read name entry for processing by ESAT. ESAT evaluates reads mapped immediately downstream of annotated genes and includes these reads in expression quantification of the associated gene. Overlapping gene intervals (exons from two separate genes on + and – strands sharing the same and/or overlapping genomic coordinates) were excluded from expression quantification. To recover expression of features duplicated (genetic elements that had identical sequences represented in 2 or more regions in the in the EquCab3.0 genome reference), ESAT was run a second time, with the parameter “–multimap scale”, on a filtered reference containing only duplicated features. The resulting (duplicated) gene x cell count matrices were “flattened” to single entries per gene and appended to the primary gene x cell count matrix. Putative “multiplet” cell barcodes were identified and removed from downstream analyses with the DoubletDetection tool [35].

### scRNA-seq data analysis

Processed gene-cell matrices were analyzed in the R statistical environment (v3.5.1) using the Seurat package (v3.1.1). Data were filtered to exclude genes detected in less than 3 cells (per tissue source), to exclude cells with less than 2500 unique molecular identifiers (UMIs) or greater than 15,000 UMIs (putative doublets), and to exclude cells with greater than 3% UMIs assigned to mitochondrial genes (putative dead or dying cells). Gene-cell count matrices were independently normalized with SCTransform [36], and the top 3000 most variable genes (variance-stabilizing transformation) were selected for dimensional reduction by principal component analysis (PCA). Seurat’s CellCycleScoring function was used to score and identify cell cycle phase (G1, G2M or S) of individual cells. During normalization, cell cycle score differences (G2M-S) and mitochondrial transcript percentages were included as factors for regression. Unsupervised graph-based clustering (smart local moving algorithm [37], resolution 0.6) was performed on the first 14 (AT-MSC), 23 (BM-MSC), 20 (PB-MSC) principal components (selected by Scree plot visualization). Data annotated with corresponding clusters were visualized by Uniform manifold approximation and projection (UMAP; n.dims: as for clustering, n.neighbors: 30, cosine metric, min.dist: 0.3) [38]. Differential gene expression analyses were conducted using edgeR (v3.26.8) [39], with additional modifications for scRNA-seq data [40]. Gene expression linear models included factors for cellular gene detection rate (to account for scRNA-seq “dropout”), cluster, and cell cycle score differences (as identified in Seurat analysis above). Specific contrasts are detailed in relevant Results sections and/or figures. For all differential gene expression testing analyses, genes expressed (i.e. greater than or equal to 1 UMI) in less than 25% of cells for at least one cluster/group within a contrast were excluded from differential expression results. DGE tables were further filtered to only include genes with an adjusted *p* value < 0.05. Gene Ontology enrichment analysis was conducted with the goana function, and biological process GO terms with a p value < 0.0005 were reported in results.

### siRNA knockdown

Silencer Select siRNAs targeting equine junctional adhesion molecule 2 (*JAM2)* were designed (Thermo Fisher, 4,399,665). Silencer Select Negative Control #2 siRNA was confirmed to not have complementarity to any equine genes using BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi), and was used as a non-specific (scramble) control. For RNA-mediated interference (RNAi), 1.25 × 10^4^ MSCs were seeded per cm^2^. Lipofectamine RNAiMAX Reagent (Thermo Fisher) siRNA complexes were generated, incubated for 5 min, and used to transfect cells with 5 nM siRNA. Lipofectamine:siRNA ratios varied based on culture well size, according to manufacturer’s recommendations.

### Reverse transcription–polymerase chain reaction (RT-PCR)

SYBR green–based RT-PCR was performed to determine fold change in transcripts of interest, and data were analyzed, as previously described [41, 42]. The previously validated reference gene beta-2-microglobulin *(BM2)* was used to normalize samples [43] and all samples, were run in triplicate. Genes and primer sequences are listed in Table 1.

**Table 1:** Primers used for RT-PCR

Gene Product	Abbreviation	Forward primer (5′-3′)	Reverse primer (5′-3′)
junctional adhesion molecule 2	*JAM2*	AAAGTTGGCTCCCAAAGCAC	ACACTTGCGATGTCCAACAG
C-X-C motif chemokine ligand 6	*CXCL6*	AGAGAACT GCGTTGCATGTG	TCAAGGTGGCTACGACTTCC
adrenomedullin	*ADM*	TCCCGTAACCCTCATGTACC	AAGTTCCCTCTTCCCACGAC
insulin-like growth factor binding protein 5	*IGFBP5*	CTCATTATTCCGGTGGTTGC	GTGGAGGCTGGAGAGACAAG
monoglyceride lipase	*MGLL*	AAAGGAGCCTACTTGCTCATGG	TTTCACGGAAGACGGAGTTG
asporin	*ASPN*	AAACCCTTGCTTCACCCTTC	TCAGCGTCACTGTCACCTTC
cellular retinoic acid binding protein 2	*CRABP2*	CCTGGTGAAATGGGAAAGTG	TGTCGTCCGCTGTCATAGTC
beta-2-microglobulin	*B2M*	TCTTTCAGCAAGGACTGGTCTTT	CATCCACACCATTGGGAGTAAA

### Western blotting

Western blotting was used to determine the efficacy of JAM2 silencing in BM-MSC by siRNA, as previously described [42]. Primary antibodies were rabbit anti-JAM2 (ab96465) and rabbit anti-β-actin (ab8227) (Abcam, Cambridge, MA) as loading control, each diluted 1:1000. Images of blots were captured on a Bio-Rad imaging system (Bio-Rad, Hercules, CA) and JAM2 band intensity relative to β-actin band intensity was determined using ImageJ image processing and analysis software (https://imagej.nih.gov/ij/).

### Proliferation, adhesion, invasion, and migration assays

*To asses proliferation, a* 5-Bromo-2′-deoxyuridine (BrdU) incorporation ELISA (Abcam) was used, as previously described [43]. Cell adhesion was determined using a microcentrifugation assay, as previously described [42]*. *MSC invasion through a monolayer of EC was determined by electric cell-substrate impedance sensing (ECIS), as previously described [44]*. To asses migration,* in vitro scratch assays with MSCs were performed in 12-well plate wells, as previously described [45]. Photographs of scratches were taken at 0 and 48 h post-scratching, and migration distances of cells were calculated in a blinded manner using ImageJ software (http://imagej.nih.gov/ij/).

### Cloning

Cloning of MSCs was carried out, as described before [46], by plating an average of 0.5 cells labeled with CellTracker Green (Thermo Fisher, Waltham, MA) per well in 96-well cell culture plates in expansion medium. Four 96-well plates (192 cells) were initially plated. Wells were observed and those containing one cell were identified and labeled. After 7–10 days, single cells formed colonies that were considered clones. Fourteen clones were first expanded to 12-well plate wells and then T75 tissue culture flasks, before being frozen for RNA extraction and further culture experiments (Figure S1).

### Chemotaxis assays

PB-derived MSC clones were plated in triplicate wells of 24-well plates fitted with coverslips, at a density of 100,000 cells per well in expansion medium. After 24 h, medium was removed, cell monolayers were rinsed with PBS, and 2 ml DMEM was added to each well. The next day, conditioned medium (CM), containing all factors secreted by MSC clones, was collected by removing DMEM from culture wells and centrifuging twice at 300 x g for 10 min at room temperature (RT) to remove cellular debris. Six hundred μl CM was transferred to a well of 24-well plates containing coverslips, in triplicate. Each well was then fitted with an insert containing a 3 μm filter (Corning, Corning, NY). Equine neutrophils were plated in each insert at a density of 20,000 cells per insert. Cultures were incubated for 1 h at 37 °C at which time inserts were removed, and plates were centrifuged at 200 x g for 5 min at RT. Culture medium was gently removed, coverslips were rinsed with PBS, and adherent cells were fixed with 70% ethanol before staining with hematoxylin (Sigma Aldrich). Coverslips were mounted on slides and photographed. Neutrophils in 10 random fields were counted and quantified.

### Statistical analysis

Chemotaxis, proliferation, adhesion, invasion, migration, and RT-PCR assays were run in triplicate and analyzed by an ordinary one-way ANOVA, followed by a Tukey’s multiple comparisons test. GraphPad Prism (GraphPad Software, San Diego, CA, www.graphpad.com) was used for analysis, *P* < 0.05 was considered significant.

## Results

### Single-cell RNA sequencing (scRNA-seq) data reveal inter-source variation of equine mesenchymal stromal cells (MSCs) isolated from donor-matched tissue sources

Equine MSCs were isolated from donor-matched adipose tissue (AT), bone marrow (BM), and peripheral blood (PB), and characterized based on their potential to differentiate into adipocytes, chondrocytes and osteocytes as well as expression patterns of cellular proteins, as recommended by the International Society for Cellular Therapy (ISCT) [47]. This characterization corroborated what we and others previously found for equine MSCs [28, 45, 48], and as historically reported, little to no inter-, or intra-, source variation in MSCs was observed [48] (Fig. 1a). scRNA-seq data further supported the classification of the equine cells isolated from the 3 different sources as MSCs. For example, MSC marker genes *ITGB1* (CD29), *CD44, THY* (CD90), *ENG* (CD105) and *B2M* (a subunit of MHC Class I) were expressed by the majority of cells from each source (Fig. 1b), corroborating our flow cytometry findings (Fig. 1a(ii)). Moreover, transcripts for *NT5E* (CD73), *CD79A,* and *DRA* (MHC Class II) genes were hardly detected in the analyzed cells (Fig. 1b) and transcripts for the gene *PTPRC* (CD45) were not represented at all. 

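The scRNA-seq data came from MSCs of 1 mare, captured after 2 passages in culture on a droplet platform that tags every captured transcript with a cell barcode and a unique molecular identifier (UMI). The 3 libraries each held a different tissue source, AT, BM or PB, so that no replicate of a source was sequenced and a difference between sources is also a difference between libraries. No test was therefore run across cells, and the 95% intervals given for shares of cells (exact Clopper-Pearson) and for sums of UMIs (exact Poisson) cover counting error only. The sources follow the titles of the deposited samples and the paper, although the deposited source name gives blood mononuclear cells for all 3. The authors assigned reads to barcodes and mapped them to EquCab3.0 with CellRanger and counted UMIs per gene with ESAT, and the values they deposited are these whole-number counts without normalization. The AT, BM and PB matrices held 11757, 6455 and 6180 barcodes with 48688055, 45327399 and 47380686 UMIs in total. Barcodes with as few as 197 UMIs were among them, so the filters of the methods were applied here (2500 to 15000 UMIs and at most 3% of UMIs on mitochondrial genes), which kept 5403 AT-, 5580 BM- and 5318 PB-derived MSCs. The median kept cell had 7291 UMIs in AT, 6874 in BM and 7750 in PB, on 2064, 2184 and 2173 genes. The lower UMI limit removed 6155 barcodes from AT against 526 from BM and 554 from PB, and 5711 of those AT barcodes were also found in the PB library. When every barcode with at least 500 UMIs was retained, the alternative that moved the number of cells most, 10788 AT barcodes remained. The caller with which the paper removed multiplets was not run here, so doublets were limited only by the upper UMI bound, with the removal of the 5% of cells with the highest Scrublet score as an alternative. Expression of a gene in a source is given as the sum of its UMIs over the kept cells in CPM of all UMIs of those cells. Shares of cells with a UMI depend on depth and are also given after each kept cell was thinned to 2500 UMIs, drawn without replacement.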

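*ITGB1* UMIs were found in 69.2% (95% interval 68.0 to 70.4%) of the AT-, 84.2% (95% interval 83.2 to 85.1%) of the BM- and 72.7% (95% interval 71.5 to 73.9%) of the PB-derived MSCs. *CD44* was found in 96.2%, 80.6% and 94.5% of cells, and *B2M* in 96.9%, 98.1% and 99.1%, in the same order of sources. *THY1* was found in 94.8% (95% interval 94.2 to 95.4%) of AT-, 92.0% (95% interval 91.2 to 92.7%) of BM- and 45.5% (95% interval 44.2 to 46.9%) of PB-derived MSCs, and its expression of 665, 531 and 90.5 CPM had the same order. *ENG* was found in 34.4% (95% interval 33.1 to 35.7%), 36.0% (95% interval 34.8 to 37.3%) and 40.7% (95% interval 39.4 to 42.1%) of cells. Of the 15 pairs of these 5 genes with a source, 11 had a UMI in more than 50% of cells. At 2500 UMIs per cell, the alternative that moved this number most, it was 8, with *THY1* in 76.6%, 68.6% and 18.9% and *ENG* in 13.8%, 15.4% and 15.7% of cells. In AT, the use of all barcodes with at least 500 UMIs moved *THY1*, *CD44* and *B2M* further than thinning, *THY1* to 55.8%. No cell type that should lack these genes was identified in the cultures, so the share that free RNA alone would give was not measured.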

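*NT5E* UMIs were found in 9 of 5403 AT-, 30 of 5580 BM- and 42 of 5318 PB-derived MSCs, which is 0.167%, 0.538% and 0.790% of cells. *CD79A* was found in 3, 3 and 5 cells. *DRA* was found in 2 AT-, 2 BM- and 14 PB-derived MSCs, and 47 of its 56 UMIs in PB lay in a single rebuilt cluster of 38 cells. No *PTPRC* UMI was counted in any kept cell, and with 39980656, 40239295 and 41622445 UMIs in the kept AT-, BM- and PB-derived MSCs a floor of 3 UMIs allows an expression of up to 0.0750, 0.0746 and 0.0721 CPM. After thinning, *NT5E* was found in 0.0740%, 0.197% and 0.226% of cells. At this depth a gene can be expressed without a UMI in a cell. The paper, which had characterized the cells by differentiation and proteins, states these transcripts as further support for their classification as MSCs.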

Although we cannot rule out that absence of transcript counts could be due to incomplete sampling depth inherent to droplet scRNA-Seq technology, these data align with the corresponding protein expression patterns we observed (Fig. 1a(ii), S2). Although CD73 is proposed by the ISCT as a positive marker of human MSC, we and others previously reported on its inconsistent and even absent expression in equine MSC [25, 45, 48]. According to ISCT definitions, MSCs do not express the endothelial cell marker CD34 [47]. In agreement with this, we did not detect *CD34* transcripts in appreciable numbers of equine MSC isolated from any of the three MSC sources, with the exception of a few transcripts in a minority of cells in AT-derived MSC (Figure S3A). 

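*CD34*, on chromosome 5 of EquCab3.0 in the deposited matrices, had 26 UMIs in 23 AT-derived MSCs, 0.426% (95% interval 0.270 to 0.638%) of the kept cells of this source, and no UMI in the kept BM- or PB-derived MSCs. Its expression in AT was 0.650 CPM (95% interval 0.425 to 0.953), and the floor of 3 UMIs allows up to 0.0746 CPM in BM and 0.0721 CPM in PB. At 2500 UMIs per cell, 8 AT-derived MSCs had a *CD34* UMI, a share of 0.148%, and with a threshold of 2 UMIs the share was 0.0555%.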

Unfortunately, CD34 protein expression cannot be evaluated in equine MSC due to the lack of cross-reacting and/or commercially available equine-specific anti-CD34 antibodies [48].

**Fig. 1:**
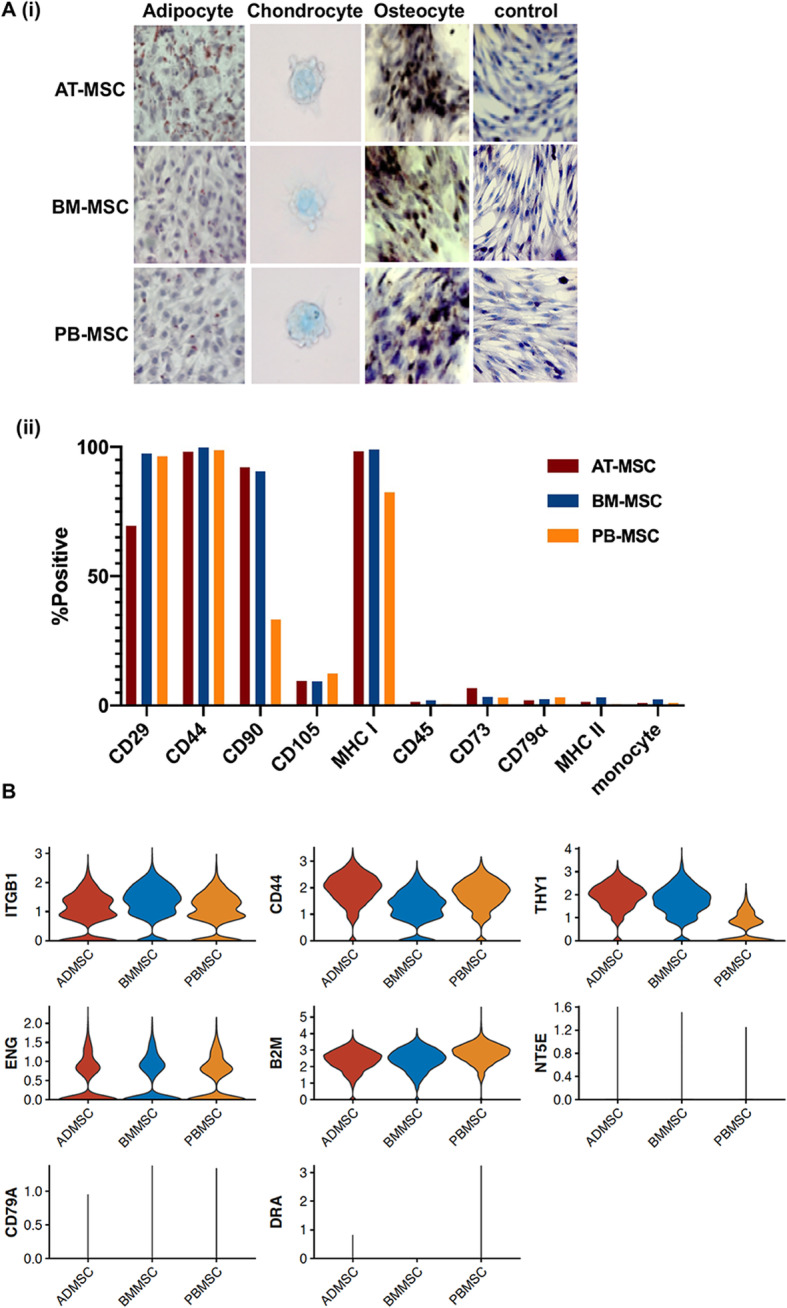
Characterization of equine mesenchymal stromal cells (MSCs) isolated from 3 donor-matched tissue sources. **a** 40x images of adipose tissue (AT-), bone marrow (BM-) and peripheral blood (PB-) derived MSC after in vitro differentiation into adipocytes (oil red O), chondrocytes (alcian blue) and osteocytes (alizarin red). Undifferentiated cells are shown as controls (hematoxylin) **(i)** and cellular expression patterns of proteins determined by the International Society for Cellular Therapy (ISCT) to be used for MSC immunophenotyping, as detected by flow cytometry **(ii)**. **b** sc-RNAseq violin plots of the expression levels of the genes corresponding to proteins used for MSC characterization

To characterize additional defining transcriptional features of MSCs derived from different tissue sources, we analyzed scRNA-seq data from all three tissue sources in combination. Blinded to tissue origin, unsupervised clustering partitioned 3 distinct cell groups. Post-hoc assignment of sample source revealed that cells predominantly cluster by tissue of origin (Fig. 2a). 

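The kept cells of the 3 sources were merged, normalized with SCTransform and clustered without their labels, and a cluster was assigned to the source that gave most of its cells. With 20 principal components and resolution 0.6, which are settings chosen here because the text gives none for the joint analysis, 11 clusters were found, of which 3 were led by AT-, 4 by BM- and 4 by PB-derived MSCs. Of 16301 cells, 16038 lay in a cluster led by their own source, which is 98.4% (95% interval 98.2 to 98.6%). The share was 99.2% for AT-, 97.9% for BM- and 98.1% for PB-derived MSCs. In 10 of the clusters a single source gave more than 90% of the cells, and the most mixed cluster was 88.0% BM-derived with 98 PB-derived cells among 853. The alternative that moved this share most was a resolution of 0.4, at which it was 94.4%. At a resolution of 0.05 the cells fell into 3 groups, an AT-led group of 5365 AT-, 674 BM- and 1 PB-derived cells, a BM-led group with 4846 BM-derived cells and a PB-led group with 5305 PB-derived cells. With the genes of Additional file 1 left out of the variable genes, 97.2% of cells lay in a cluster led by their own source.

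**Figure D1:**
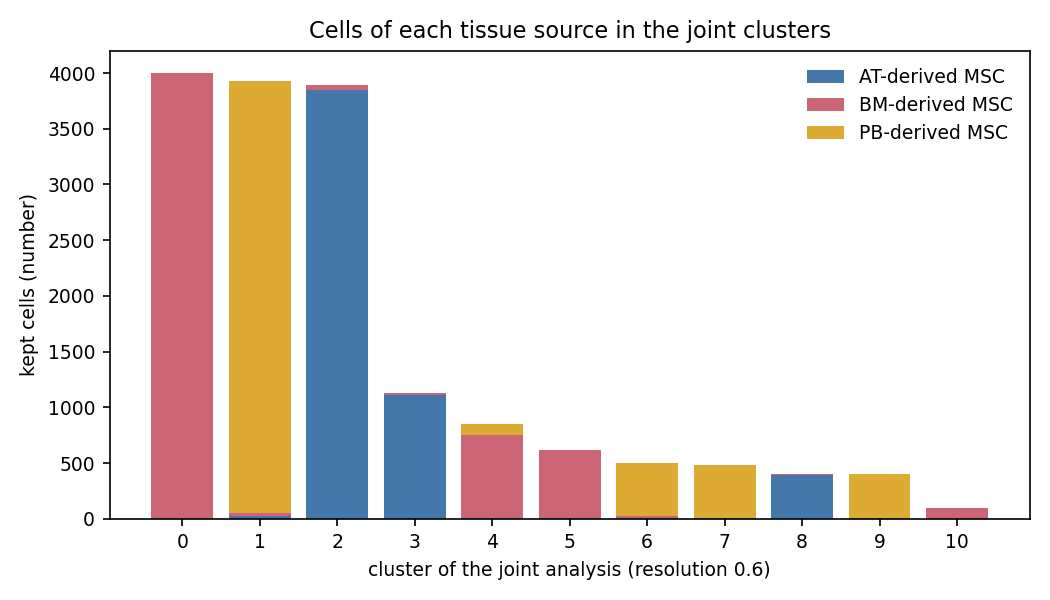
Number of kept cells (vertical axis) in each cluster of the joint analysis at resolution 0.6 (horizontal axis), stacked by tissue source. Each bar is led by 1 source, and the visible mixture is the cluster of 853 cells with 751 BM- and 98 PB-derived MSCs.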

Grouping all single MSCs derived from a given tissue source and modeling for sub-cluster composition, differential gene expression (DGE) analysis between tissue sources revealed distinct gene expression patterns across MSCs isolated from each source (Fig. 2b). We detected 37, 35, and 20 differentially expressed genes (log_2_ fold change greater than 1, adjusted *p* value less than 0.05, and percentage of tissue source with detectable expression of gene > 25%) in AT-, BM-, and PB-derived MSCs, respectively (Additional file 1). 

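Since each source had a single library, the genes were not tested again, and the lists of Additional file 1, which the paper drew from these same libraries, were set beside the summed counts as a description. For each listed gene, log2(CPM + 1) in its own source was compared with the mean of the other two sources. Of the 37 AT genes 34 exceeded a log2 ratio of 1, as did 35 of the 35 BM genes and 19 of the 20 PB genes. The median log2 ratio was 2.56 for the AT, 2.40 for the BM and 2.22 for the PB list. The lowest ratios were 0.10 for *TIMP1* in AT, 1.20 for *FZD1* in BM and 0.55 for *MGP* in PB, genes named here after their values were seen. The CPM was highest in the listed source for 36, 34 and 18 of the genes, and *MGP* of the PB list had 117 CPM in PB and 372 CPM in AT. The pseudocount moved the BM and PB numbers most (in AT, TMM factors moved the number as much), and with 25 CPM in place of 1 CPM the genes above 1 were 32, 32 and 16. From its tests of these genes, the paper concludes that MSCs of each source have distinct expression patterns.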

Gene ontology (GO) term enrichment analysis indicated that top ranked GO terms associated with AT-MSCs are GO:0043567 insulin-like growth factor regulation and GO:000823 cell proliferation; with BM-MSCs are GO:0030198 extracellular matrix organization and GO:007155 cell adhesion; and with PB-MSCs are GO:0042476 odontogenesis, GO:0048705 skeletal system development and GO:0016114 small molecule synthesis (Additional file 2). Expression levels of the top five differentially expressed genes (ranked by fold change) from each tissue source are presented in Fig. 2c. 

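In AT-, BM- and PB-derived MSCs, in this order, *ADM* had 729.8, 110.0 and 60.8 CPM, *DES* 204, 5.04 and 0.288 CPM, *CD248* 215, 28.7 and 38.0 CPM and *MFAP4* 179, 0.472 and 1.61 CPM. Of the genes ranked first in BM, *COL8A1* had 0.875, 107 and 12.4 CPM, *WDR86* 6.23, 264 and 121 CPM and *MGLL* 7.98, 209 and 35.1 CPM. The non-coding transcript *RF01975* had 28.2 CPM in AT and 91.6 CPM in BM, while no UMI was counted in PB, so that BM was at least 1271-fold higher than PB when 3 UMIs over all kept cells are taken as the floor. Of the genes ranked first in PB, *MSX1* had 17.9, 14.7 and 79.6 CPM, *WFDC1* 31.1, 56.3 and 263 CPM, *CRABP2* 115, 191 and 528 CPM and *ALPL* 2.88, 96.0 and 326 CPM. *ASPN* had 303, 22.1 and 389 CPM, so its expression in PB was closer to AT than to BM. Intervals of these sums were narrow, for example 298 to 309 CPM for *ASPN* in AT and 383 to 395 CPM in PB. When genes with a UMI in at least 25% of the cells of a source were ranked by the log2 ratio over the higher of the other two sources, *MFAP4* (6.11), *DES* (5.08) and *IGFBP5* were among the first 5 in AT. *TAGLN3* (3.84), *FAM20A* (3.37), *COL8A1* (3.01) and *CGA* (2.89) were among the first 5 in BM, and *COLEC12* (2.23), *WFDC1* (2.20) and *MSX1* (2.10) in PB. The remaining genes among the first 5 of each source have only Ensembl identifiers in the deposited matrices, and of these a single gene each ranks first in AT (ENSECAG00000033567, 6.30) and in PB (ENSECAG00000008979, 5.51).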

The expression patterns of 6 genes from this group were validated by RT-PCR (Figure S4). Furthermore, these transcripts were analyzed in matched AT-, BM- and PB-MSC isolated from 2 additional donor horses (Figure S4). Overall, tissue specific expression patterns were maintained from horse to horse, with the exception of monoglyceride lipase *(MGLL)* and cellular retinoic acid binding protein 2 *(CRABP2),* which were differentially expressed in MSC isolated from Horse 2.

**Fig. 2:**
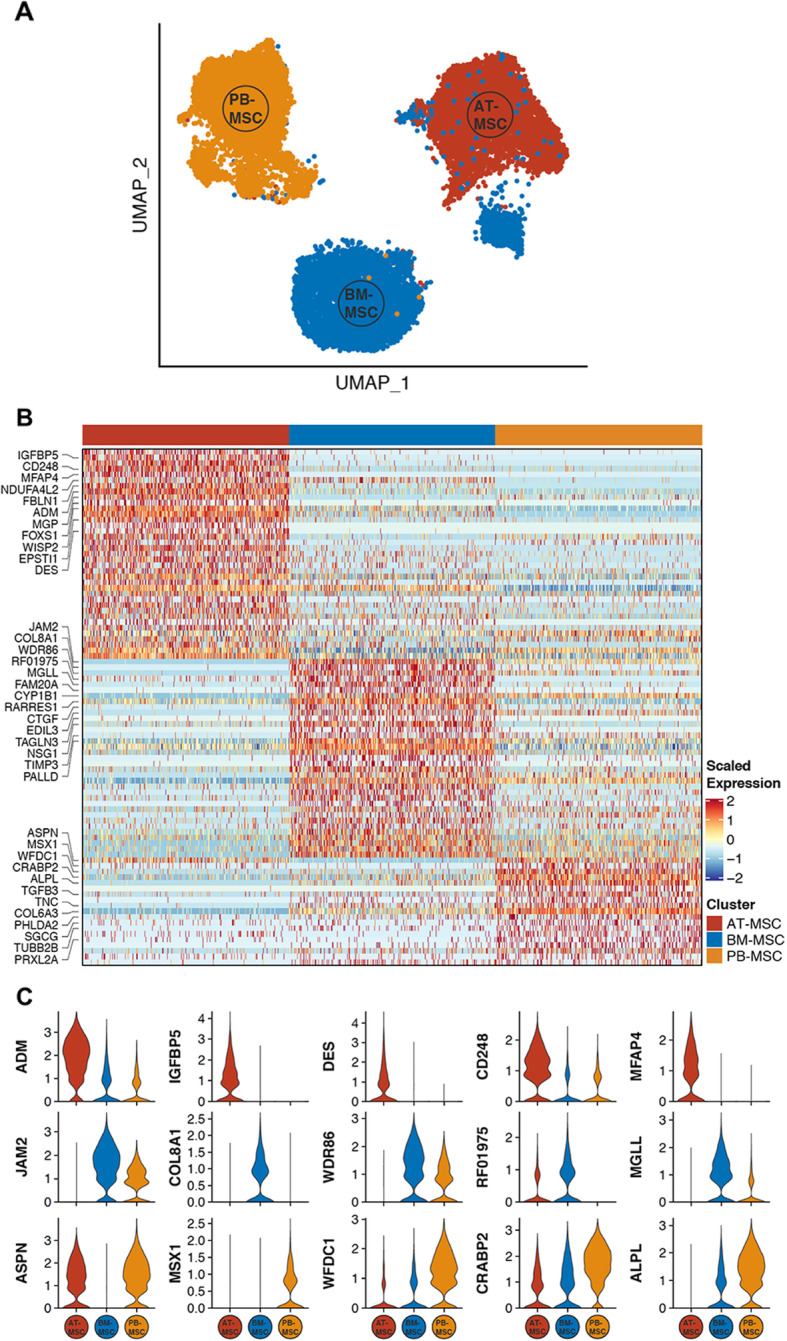
Single-cell RNA sequencing (sc-RNAseq) data reveal inter-source variation of equine mesenchymal stromal cells (MSCs). **a** UMAP plot depicting clustering of MSCs isolated from donor-matched adipose tissue (AT), bone marrow (BM), and peripheral blood (PB). **b** Heatmap showing significant differentially expressed genes (DEGs) (adjusted *p*-value < 0.05, log_2_ fold change > 1 for each tissue source versus all others, percentage of tissue source with detectable expression of gene > 25%) between tissue sources. Top 10 (ranked by log_2_ fold change) genes per tissue source are labeled with gene symbol. For visualization purposes, 250 cells (columns) were randomly selected from each tissue source. **c** Violin plots of the expression levels of the top 5 DEGs (ranked by log_2_ fold change) in MSCs isolated from each tissue source. See also Additional files 1 and 2

### Junctional adhesion molecule 2 (JAM2) modulates the cell motility phenotype of BM-derived MSCs

Based on marked and distinct differential expression by scRNA-seq, and involvement in processes related to cell motility, we decided to focus on junctional adhesion molecule 2 (*JAM2)* and to evaluate its contribution to inter-source MSC differences. 

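*JAM2* lies on chromosome 26 of EquCab3.0 in the deposited matrices. Over the kept cells 18362 *JAM2* UMIs were counted in BM-, 6905 in PB- and 64 in AT-derived MSCs, which corresponds to 456 CPM (95% interval 449.7 to 463), 166 CPM (162 to 169.9) and 1.60 CPM (1.23 to 2.04). The log2 ratio of CPM + 1 was 1.45 for BM over PB (counting bounds 1.40 to 1.51) and 7.46 for BM over AT (7.21 to 7.70). The ratio of BM over PB ranged from 1.22 with TMM normalization to 1.73 in cells called G1. For BM over AT the pseudocount moved the ratio most, to 4.18 with 25 CPM, followed by the use of all barcodes with at least 500 UMIs (4.55), many of which AT shared with PB. A *JAM2* UMI was found in 78.6% of BM-, 64.2% of PB- and 1.05% of AT-derived MSCs, and at 2500 UMIs per cell in 57.5%, 31.7% and 0.444%. In a rebuilt BM cluster of 652 cells *JAM2* was at 33.5 CPM, against 533 CPM in the rest of the BM-derived MSCs. With 1 library per source these differences have no replicate check.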

*JAM2* encodes the JAM-2/JAM-B protein and was found by scRNA-seq to be expressed at significantly higher levels in BM-derived MSCs relative to both PB-derived MSCs and AT-derived MSCs (Fig. 2c). Using quantitative RT-PCR, we confirmed the expression patterns of *JAM2* in MSCs from these three different tissue sources (Figure S3B). JAM-2 is known to be expressed on endothelial cells and hematopoietic stem cells (HSC), as well as cancer cells, and to play a role in various processes involving proliferation, adhesion, migration, and invasion [49–51].

Interestingly, JAM-2 expressed on BM-derived stromal cells has been shown to interact with JAM-C on HSC, regulating the migration of HSC progenitors in and out the BM in vivo [52], but the ways in which JAM-2 expression levels on cultured MSC modulates proliferation and motility of these cells themselves have not been explored. To begin exploring the role(s) of JAM2 in MSC biology, we first examined baseline levels of JAM-2-associated functions in MSCs from the three donor-matched tissue sources. We found a significant difference in MSC proliferation, as assessed by 5-Bromo-2′-deoxyuridine (BrdU) incorporation, with AT-derived MSCs showing the highest proliferation, followed by BM- and PB-derived MSCs (Fig. 3a(i)), but we did not observe any significant differences in adhesion strength between MSCs from these three sources (Fig. 3a(ii)). Electric cell-substrate impedance sensing (ECIS) assays measuring invasion showed that PB-, but not AT- and BM-, derived MSCs could invade a monolayer of primary equine endothelial cells (ECs), as shown by a significant drop in impedance indicating a disruption of the equine EC monolayer (Fig. 3a(iii)). Finally, we observed that AT- and BM-derived MSCs migrated significantly faster using scratch assays when compared to PB-derived MSCs (Fig. 3a(iv)).

**Fig. 3:**
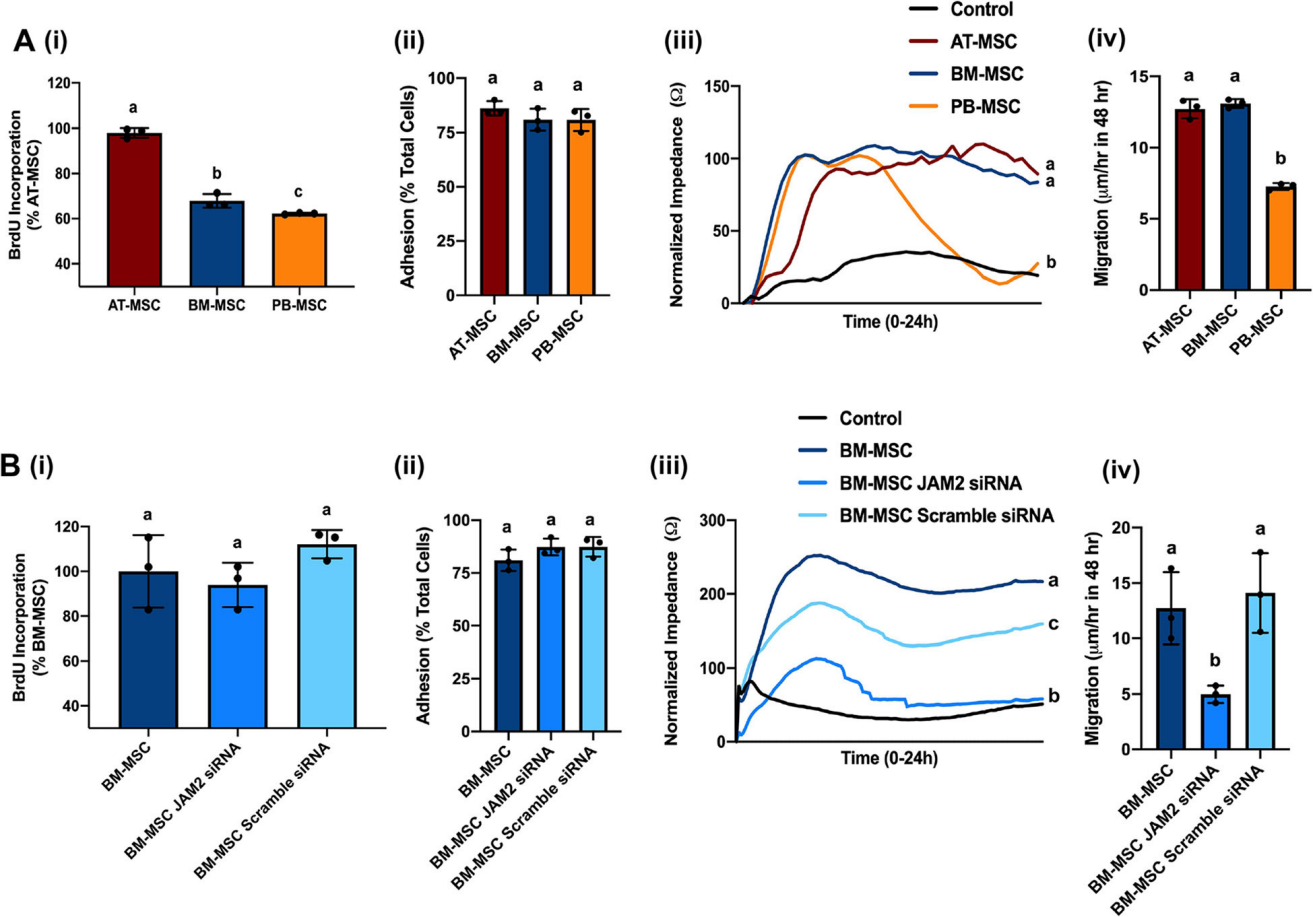
Knock down of junctional adhesion molecule 2 (*JAM2)* in bone marrow (BM)-derived mesenchymal stromal cells (MSCs) alters cell motility. **a** Base line measurements in MSCs derived from donor-matched adipose tissue (AT), bone marrow (BM), and peripheral blood (PB) of cell proliferation rate, as determined by incorporation of 5-Bromo-2′-deoxyuridine (BrdU) incorporation **(i);** cell adhesion as measured by centrifugation assay **(ii)**; cell invasion through an equine endothelial cell (EC) monolayer, as determined by electric cell impendence sensing (ECIS) **(iii)**; and cell migration, as determined by an in vitro scratch assay **(iv)**. **b** Measurements in BM-derived MSCs that were either not transfected or transfected with *JAM2*-specific siRNA or scramble siRNA (control) of cell proliferation rate, as determined by incorporation of 5-Bromo-2′-deoxyuridine (BrdU) incorporation **(i);** cell adhesion as measured by centrifugation assay **(ii)**; cell invasion through an equine endothelial cell (EC) monolayer, as determined by electric cell impendence sensing (ECIS) **(iii)**; and cell migration, as determined by an in vitro scratch assay **(iv)**. Significant differences are depicted by different letters, *n* = 3. Data are presented as the mean ± standard deviation. *P* < 0.05

To assess the potential role of JAM-2 in these processes, we used RNA interference (RNAi) to knock down *JAM2* expression in BM-derived MSCs, the source with the highest levels of *JAM2* (Fig. 2c and S3B). JAM2 expression was significantly reduced in BM-derived MSCs transfected with *JAM2*-specific siRNA, but not in BM-derived MSCs transfected with scramble siRNA, when compared to non-transfected control MSCs, both on mRNA and protein level (Figure S3C, D).

Repeating the functional assays with *JAM2*-siRNA-transfected BM-derived MSCs showed that the knock down of *JAM2* did not significantly affect BM-derived MSCs proliferation (Fig. 3b(i)), nor did it change adhesion strength (Fig. 3b(ii)), indicating that JAM-2 plays a redundant role in these functions in BM-derived MSCs. Consequently, the observed inter-source difference in proliferation at baseline (Fig. 3a(i)) is most likely mediated by other genes/proteins. In contrast, knockdown of *JAM2* resulted in increased invasion capacity (Fig. 3b(iii)) and decreased migration (Fig. 3b(iv)) of BM-derived MSCs, demonstrating that JAM-2 modulates the cell motility phenotype of BM-derived MSCs, a characteristic that may be therapeutically beneficial. Moreover, *JAM2* knockdown in BM-derived MSCs rendered these cells functionally more similar to PB-derived MSCs (Fig. 3a), the MSC source with significantly lower expression of *JAM2* as determined by scRNA-Seq (Fig. 2c). Still, *JAM2* expression alone cannot account for these two motility functions, since BM- and AT-derived MSCs showed similar levels of invasion and migration (Fig. 3a(iii)&(iv)) despite significantly different expression levels of *JAM2* between these two sources (Fig. 2c). It will, therefore, be of interest in future studies to explore the differential expression of additional genes with migratory functions that were identified in our scRNA-Seq analysis, and how altering their expression, alone or in combination, influences MSC motility. For example, insulin-like growth factor binding protein 5 (*IGFBP5*), which is highly expressed on AT-derived MSCs and showed low levels of expression on BM- and PB-derived MSCs (Fig. 2c), has been reported to either stimulate or inhibit cell migration, depending on the cell type it is expressed on [53, 54], and thus, could be an interesting candidate for follow up.

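*IGFBP5*, on chromosome 6, had 10303 UMIs in AT-, 651 in BM- and 1 in PB-derived MSCs, or 258, 16.2 and 0.0240 CPM. The log2 ratio of BM, the higher of the other two sources, over AT was -3.91 (counting bounds -4.05 to -3.78). Against the single UMI in PB, the CPM of AT was 10726-fold higher with a counting interval of 1925 to 423698. A UMI was found in 54.9%, 5.91% and 0.0188% of the AT-, BM- and PB-derived MSCs, and at 2500 UMIs per cell in 33.4%, 2.49% and 0%. Of the UMIs in BM, 606 lay in the cluster of 652 cells with low *JAM2*, where the expression was 98.5 CPM. In cells called G1, the alternative that moved it most, the log2 ratio of AT over the higher of the other two sources was 5.95.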

Collectively, these results demonstrate that *JAM2* is involved in cell invasion and migration of BM-derived MSCs. In addition to differential gene expression, we suggest that inter-source heterogeneity of MSCs translates into biologically relevant MSC functions, such as those related to cell motility.

### scRNA-seq data reveal intra-source variation of equine MSCs isolated from donor-matched tissue sources

In our initial analysis, we observed that clustering was considerably influenced by expression of cell cycle-related genes (data not shown), a phenomenon that has been previously reported in scRNA-seq studies profiling cells in culture [55]. 

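Clusters were rebuilt from the counts of each source with and without regression of the cell cycle difference, the G2M score minus the S score of Seurat's CellCycleScoring. Without it, 7 clusters were found in AT, 7 in BM and 10 in PB. The clusters then accounted for 24.3%, 51.0% and 15.5% of the variance between cells in being called S or G2M rather than G1. With the regression these values were 19.5%, 54.5% and 14.7%. The regressed difference sets S against G2M, whereas these values set both phases together against G1. They therefore cannot show how much of the cell cycle effect the regression removed.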

We, therefore, accounted for “cell cycle effect” in data normalization (details in *Methods*). 

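With the settings of the methods (SCTransform, 3000 variable genes, the smart local moving algorithm at resolution 0.6 and 14, 23 and 20 principal components for AT, BM and PB), the kept cells were partitioned here into 7 AT, 8 BM and 10 PB clusters. Their sizes ranged from 393 to 1129 cells in AT, from 94 to 1387 in BM and from 38 to 1271 in PB. Resolution moved the AT and BM numbers most, and in PB as much as log normalization or 10 principal components did, to 4, 6 and 8 at 0.4 and to 8, 9 and 10 at 0.8. After each cell was thinned to 2500 UMIs, 6, 8 and 9 clusters were found. The rebuilt clusters carry their own numbers, which differ from those of Fig. 4.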

In independent analyses (i.e. per tissue source), unsupervised clustering partitioned the AT-derived MSC and the BM-derived MSCs into 7 clusters each, and the PB-derived MSCs into 10 clusters (Fig. 4a). Despite mitigating the effects of cell cycle gene expression, we continued to observe some clusters apparently defined by gene expression patterns consistent with proliferation (Fig. 4b). Therefore, we further analyzed G1 clusters (G2M/S^lo^) separately from G2M/S clusters (G2M/S^hi^) in order to identify differential gene expression patterns across clusters independent of cell cycle classification (Additional files 3, 4, 5, 6, 7, 8). 

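Of the kept cells 59.3% of AT-, 67.4% of BM- and 57.4% of PB-derived MSCs were called G1, and at 2500 UMIs per cell 51.0%, 62.7% and 51.4%. The package lists 43 S and 54 G2M genes for human cells, and scoring used those whose symbols were in the matrices. How many were found there was not recorded. More than 50% of cells were called S or G2M in 2 AT, 3 BM and 2 PB clusters, the rule used here for G2M/S hi clusters. In AT the shares of these clusters were 100% of 393 cells and 66.9% of 845 cells, in BM 100% of 495, 89.9% of 652 and 67.9% of 365 cells, and in PB 95.2% of 396 and 84.8% of 270 cells. In the remaining clusters they ranged from 24.2 to 36.6% in AT, from 7.48 to 19.5% in BM and from 30.3 to 47.0% in PB. Both clustering of the thinned cells and a resolution of 0.4 left 1 such cluster in AT. The call of a phase was the same with and without thinning in 72.5% of AT-, 86.1% of BM- and 68.4% of PB-derived MSCs.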

Under this grouping strategy, differential gene expression testing revealed appreciable intra-source transcriptional heterogeneity in MSCs derived from AT, BM and PB, albeit to a lesser extent in the AT-derived MSC (Fig. 5). 

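The extent of heterogeneity was measured without counting genes as changed. Over the genes with at least 100 CPM in a source, the SD of log2(CPM + 1) across its rebuilt G2M/S lo clusters of at least 100 cells was taken, and its 95th percentile was 0.435 in AT (1201 genes, 5 clusters), 0.506 in BM (1402 genes, 4 clusters) and 0.544 in PB (1223 genes, 7 clusters). Groups of the same sizes drawn at random from the same cells gave 0.0845, 0.0892 and 0.101. The clusters were made from the same UMIs, so a spread above that of random groups was close to fixed. The minimum of 100 cells left out a G2M/S lo cluster of 94 cells in BM and one of 38 cells in PB. The paper's list of 140 BM genes was matched to the former and its list of 67 PB genes to the latter. A lower minimum of cells was not run. AT was the lowest of the 3 sources in 6 of 8 settings. At resolution 0.4 the values were 0.468, 0.384 and 0.557 and BM was the lowest, as it was when the UMIs of each cell were split at random into equal parts for clustering and for measurement (0.491, 0.418 and 0.522). From its tests of genes between clusters within each cell cycle class, the paper concludes that MSCs of each source are heterogeneous and that AT-derived MSCs are less so.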

For 3 of 5 G2M/S^lo^ AT-derived MSC clusters, we detected 5 (cluster 0), 32 (cluster 1) and 3 (cluster 5) DEGs, while we detected no DEGs in clusters 2 and 3 (log_2_ fold change greater than 1, adjusted *p* value less than 0.05, and percentage of tissue source with detectable expression of gene > 25%). 

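The lists of Additional file 3 were set beside the rebuilt AT clusters, each list being matched to the cluster in which its genes had the highest mean z of log2(CPM + 1), so that the match itself is no independent evidence. The paper drew the lists from these same libraries, so high numbers of genes highest in a matched cluster follow in part from how the lists were made, here and for the lists of BM and PB, and describe the clusters without testing them. The UMIs of each cell were also split at random into equal parts, with clusters made on one part and the genes measured in the UMIs held out, which were also among the data behind the lists. In the held-out UMIs all 5 genes of list 0, all 32 of list 1 and all 3 of list 5 were highest in a single cluster each, of 1240, 1365 and 293 cells. In the clusters from all UMIs, *ACTG2*, *DES* and *ACTA2*, which have the largest fold changes of list 1, were at 1206, 609 and 2026 CPM in the matched cluster of 1129 cells and at 197, 87.7 and 346 CPM in the remaining AT-derived MSCs. The cluster matched to list 5 (466 cells) had 2221 CPM of *ID1*, 1229 of *ID3* and 168 of *ID2*, against 322, 358 and 50.8 CPM. *CTSK* and *MGP* of list 0 were at 128 and 666 CPM in their cluster of 978 cells and at 48.4 and 309 CPM in the rest.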

Of the G2M/S^hi^ AT-derived MSC clusters, we detected 3 and 13 DEGs for cluster 4 and cluster 6, respectively (Additional file 3). 

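List 6 matched a rebuilt AT cluster of 393 cells, all called S or G2M, in which 12 of its 13 genes were highest among all AT clusters (12 in the held-out UMIs). *MCM5* and *CCND1* were at 155 and 199.6 CPM there and at 8.09 and 31.3 CPM in the remaining cells, while *ACTG2* was higher in another cluster. List 4 matched a cluster of 845 cells, 66.9% of them called S or G2M, where 1 of 3 genes, *CDC20*, was highest by less than its counting error, and where *MGP* (492 CPM) and *ATF5* (314 CPM) were not. In the held-out UMIs, 0 genes of list 4 were highest in their matched cluster among all AT clusters. Between the 2 G2M/S hi clusters alone, a comparison added after the values were seen, all 3 were highest in the cluster of 845 cells. With so few clusters a high number is close to fixed.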

For G2M/S^lo^ BM-derived MSC clusters, we detected 14 (cluster 0), 1 (cluster 1), 16 (cluster 2) and 140 (cluster 6) DEGs. Of the G2M/S^hi^ BM-derived MSC clusters, we detected 28, 15, and 38 DEGs for cluster 3, cluster 4 and cluster 5, respectively (Additional file 4). 

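The lists for clusters 0, 1, 2, 4 and 6 of Additional file 4 were held in full, and those for clusters 3 and 5 were not used here. List 6 matched a rebuilt BM cluster of 94 cells in which 136 of 140 genes were highest, and 135 in the held-out UMIs. *LAMP2*, *PCOLCE* and *OLFML3* were 6.25-, 5.74- and 4.54-fold higher there than in the other BM-derived MSCs. Of lists 0 and 2, 6 of 14 and 6 of 16 genes were highest in the matched clusters of 1387 and 1229 cells, and 12 and 10 in the held-out UMIs. The paper compared clusters within each cell cycle class, and among the 5 rebuilt G2M/S lo clusters alone, a comparison added after the values were seen, 7 and 12 genes were highest in the matched clusters. *TAGLN3* of list 2 was at 232 CPM in its cluster and 68.5 CPM in the rest, and *ISLR* of list 0 at 131 and 35.2 CPM. *ISLR* and *LMO7* of list 0 were higher in another cluster, at 135 CPM against 131 CPM for *ISLR*, and ENSECAG00000022273 of list 2 was lower in the matched cluster (226 CPM) than in the rest (295 CPM). *MMD*, the gene of list 1, was at 101 CPM in a cluster of 923 cells and 54.1 CPM in the rest. In the held-out UMIs, lists 0, 1, 2 and 4 matched clusters of 1524, 158, 589 and 1323 cells. The sizes of the clusters matched to lists 1, 2 and 4 thus depended on the UMIs used. Of the 15 genes of list 4, led by *JAM2*, *CYP1B1* and *PTN*, which were all higher in another BM cluster, 5 were highest among all BM clusters in the matched cluster of 365 cells, and 14 among the 3 G2M/S hi clusters, while 2 were highest in the cluster matched in the held-out UMIs.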

For 6 of 8 G2M/S^lo^ PB-derived MSC clusters, we detected 3 (cluster 0), 14 (cluster 4), 89 (cluster 4), 6 (cluster 5), 16 (cluster 8) and 67 (cluster 9) DEGs. 

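List 9 of Additional file 5 matched a rebuilt PB cluster of 38 cells, where 64 of 67 genes were highest and 63 in the held-out UMIs. *ISG15* was at 1974 CPM there (95% interval 1811 to 2146) and 37.7 CPM in the other PB-derived MSCs, and *GBP1* at 909 and 6.97 CPM. List 4 matched a cluster of 381 cells with 87 of 89 genes highest, among them *PIGK* and *PLTP* at 4.86 and 4.14 times the CPM of the rest. List 8 matched a cluster of 148 cells with 12 of 16 genes highest, where *NSG1*, *MGP* and *NDUFA4L2* were at 254, 719.9 and 94.8 CPM. The list of 14 genes, which the supplement gives for cluster 3, had 8 genes highest in a cluster of 838 cells, with *IFITM5* at 99.0 CPM against 22.0 CPM. List 5, with *CCL2*, *CCL7* and *SOD2*, had 3 of 6 genes highest in a cluster of 385 cells, and *CCL2* was at 3727 CPM there and 317 CPM in the rest, while *CCL7* and *SOD2* were higher in another cluster. List 0 had 1 of 3 genes, *THBS1*, highest in its matched cluster of 396 cells, which is a G2M/S hi cluster here although the paper places the list in a G2M/S lo one. Among the G2M/S lo clusters alone it matched a cluster of 1271 cells, and in the held-out UMIs one of 1201 cells, with 1 gene highest in each.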

No differentially expressed genes were detected in cluster 1 or 2 in PB-derived MSCs. 

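The list of 60 genes that Additional file 5 gives for cluster 6 matched a rebuilt PB cluster of 396 cells, 95.2% of which were called S or G2M. In that cluster 52 of the genes were highest among all PB clusters, and 51 in the held-out UMIs. *ACTG2* was at 329.9 CPM there and 21.3 CPM in the other PB-derived MSCs, while *CCL2*, at 1197 CPM there, was higher in another cluster. The list for cluster 7 was not used here.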

Of the G2M/S^hi^ PB-derived MSC clusters, we detected 60 (cluster 6) and 34 (cluster 7) DEGs (Additional file 5).

**Fig. 4:**
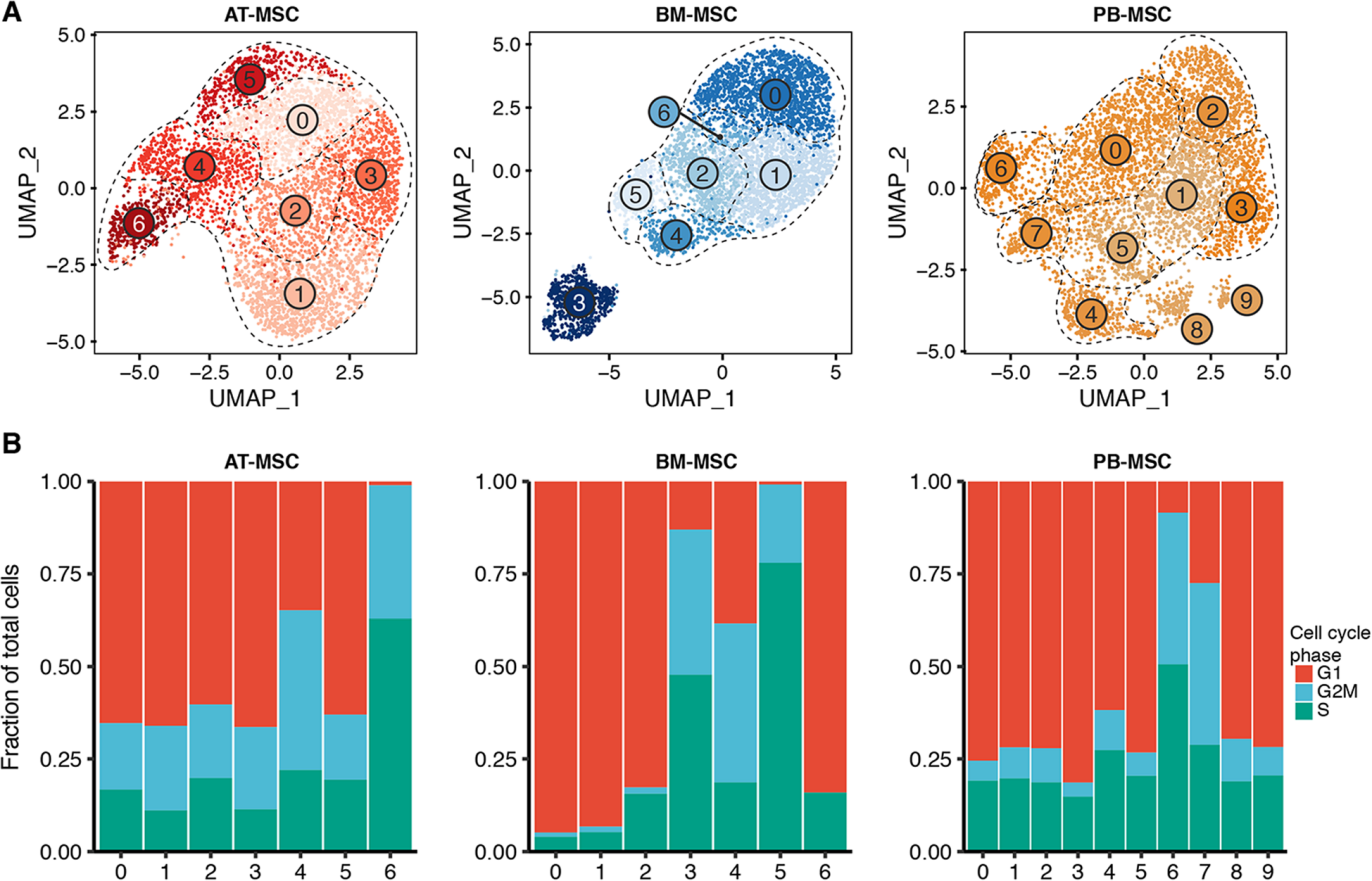
Single-cell RNA sequencing (sc-RNAseq) data reveal intra-source variation of equine mesenchymal stromal cells (MSCs). **a** UMAP plots of MSCs isolated from AT, BM and PB showing intra-source variation. **b** Frequency of cell cycle classification per cluster in MSCs derived from each tissue source; AT, BM and PB. See also Additional files 3, 4, 5, 6, 7, 8

**Fig. 5:**
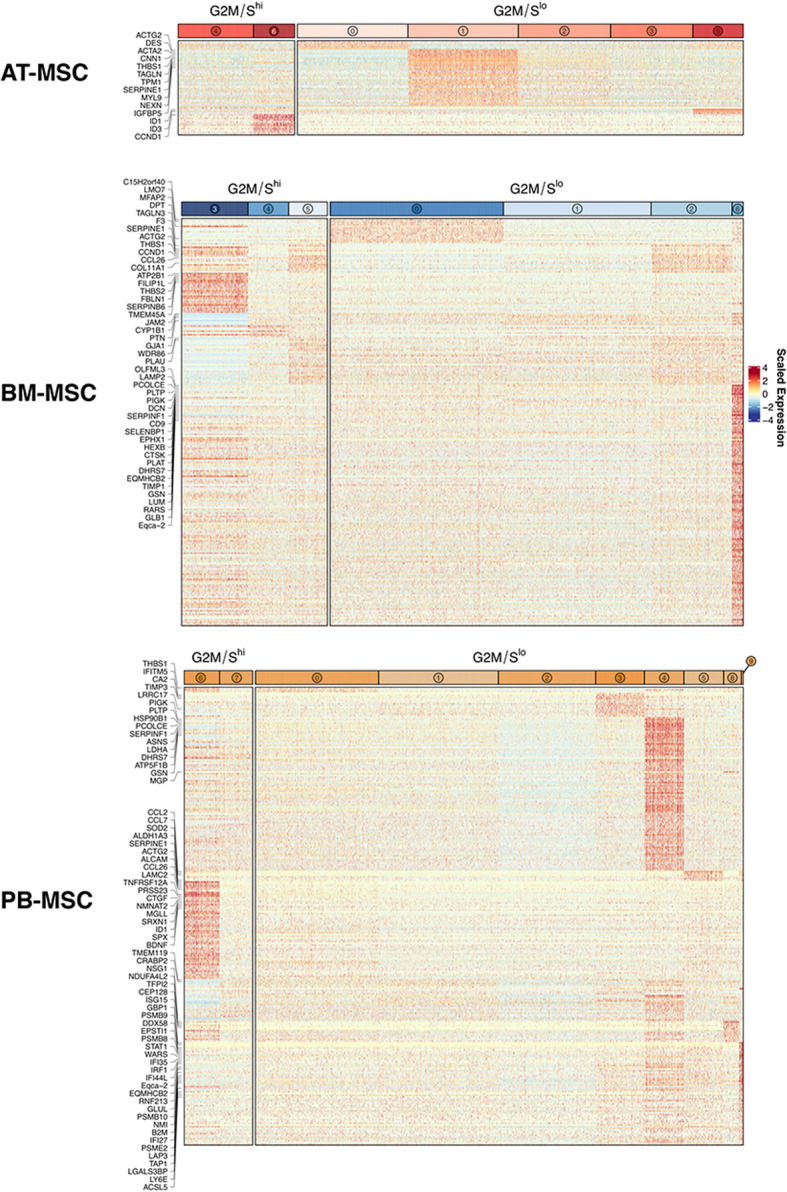
Equine mesenchymal stromal cells (MSCs) isolated from 3 donor-matched tissue sources exhibit intra-source transcriptional heterogeneity. Heatmaps of differentially expressed genes (DEGs) (adjusted p-value < 0.05, log_2_ fold change > 1 for each cluster versus all other clusters within tissue source/cell cycle classification, percentage of cluster with detectable expression of gene > 25) for AT-, BM- and PB-derived MSCs, revealing intra-source transcriptional heterogeneity. Individual heat maps were grouped by cluster cell cycle classification (G2M/S^hi^ and G2M/S^lo^) / corresponding DGE analysis. DEGs with log_2_ fold change > 1.5 are labeled with gene symbol

To examine putative biological functions of detected clusters, we conducted GO term enrichment analysis for each cluster within each tissue source. Of clusters where we detected significant enrichment in intra-source comparisons, top ranked (per cluster) GO terms within BM-derived MSC cultures were GO:0016477 cell migration (cluster 2) and GO:002544 chronic inflammatory response (cluster 3). Within the PB-derived MSC culture, top ranked GO terms were GO:0006457 protein folding (cluster 4), GO:0050920 regulation of chemotaxis (cluster 6), GO:0044283 small molecule biosynthetic process (cluster 7), GO:0001525 angiogenesis (cluster 8) and GO:0034097 response to cytokine (cluster 9). We did not detect any significantly enriched GO terms in AT-derived MSC clusters, suggesting minimal transcriptional differences across detected clusters. Complete GO term enrichment results are reported as Additional files 6, 7, 8.

### Clonal heterogeneity of PB-derived MSCs reveals functional differences in chemoattractant capacity

Among the GO terms significantly enriched in PB- and BM-MSC analyses, we noted several terms associated with cell migration and chemotaxis. We, therefore, explored possible functionally intra-source variation in MSC chemotactic activity. To this end, we used an in vitro limiting dilution cell cloning assay to generate clonal PB-derived MSC lines to be used for downstream functional chemotaxis assays [46] (Figure S1). Fourteen clonal cell lines from individual PB-derived MSCs were generated and evaluated by RT-PCR for expression of various chemotaxis-related genes, as informed by the scRNA-seq analysis (data not shown). We found C-X-C motif chemokine ligand 6 (*CXCL6)*, a molecule involved in the recruitment of granulocytes, to be expressed at a significantly higher level in clone 5 relative to the other clones (Fig. 6a). This was consistent with detection *of CXCL6* expression in a minority of cells in the PB-derived MSC population by scRNA-Seq (Fig. 6b-d). 

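*CXCL6*, on chromosome 3 of EquCab3.0, had 1150 UMIs in 209 of the 5318 kept PB-derived MSCs, a share of 3.93% (95% interval 3.42 to 4.49%). At 2500 UMIs per cell the share was 1.90%, and with a threshold of 2 UMIs it was 1.41%, the alternative that moved it most. The UMIs lay mostly in a pair of rebuilt clusters, which held 1060 of the 1150 UMIs in 781 cells. In the cluster of 396 cells, 95.2% of which were called S or G2M, 17.7% of cells (95% interval 14.0 to 21.8%) had a UMI and the expression was 87.3 CPM, with a median of 10898 UMIs per cell. In the cluster of 385 cells, with a median of 7787 UMIs, 17.4% (13.7 to 21.6%) had a UMI and the expression was 234 CPM. At 2500 UMIs per cell the shares in these clusters were 8.84% and 9.61%. In the other 8 PB clusters, with medians of 3723 to 8757 UMIs per cell, between 0.676 and 2.63% of cells had a UMI, an upper bound for the share that free RNA gives. A few cells gave most of the molecules, since 30 cells with at least 10 *CXCL6* UMIs held 844 of them. In AT- and BM-derived MSCs, *CXCL6* was at 4.10 and 27.7 CPM, against 27.6 CPM in PB, with a UMI in 1.76% and 9.41% of cells (0.851% and 4.66% after thinning). The share was thus higher in BM than in PB at both depths, while their CPM differed by less than counting error.

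**Figure D2:**
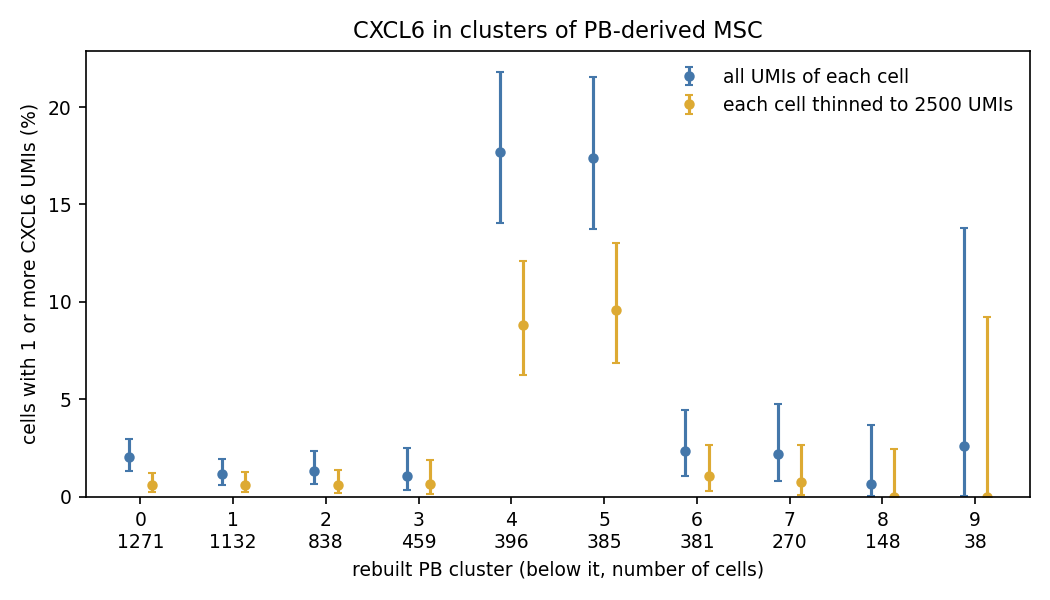
Share of cells with at least 1 *CXCL6* UMI (vertical axis, in percent) in each rebuilt PB cluster (horizontal axis, with the number of cells), for all UMIs of each cell and after thinning to 2500 UMIs. Points are shares and bars are exact 95% Clopper-Pearson intervals, which cover counting error only, and the clusters of 396 and 385 cells lie above the others at both depths, although the interval of the cluster of 38 cells is wide and overlaps that of the cluster of 385 cells, and after thinning those of both.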

As a follow up, we performed an in vitro chemotaxis assay with clone 5 MSCs, comparing the neutrophil attractant activity of CXCL6^hi^ MSCs to CXCL6^low^ MSCs (clone 6, Fig. 6a). Briefly, MSCs were added to the lower wells of a transwell plate with a 3 μm pore insert which was seeded with equine neutrophils (Fig. 6e(i)). We observed that CXCL6^hi^ MSCs stimulated neutrophil migration to significantly higher levels compared to CXCL6^low^ MSCs, while the bulk, original MSC culture stimulated neutrophil migration to intermediate levels (Fig. 6e(ii)). Similar results were observed when these experiments were performed with conditioned medium (CM) collected from CXCL6^hi^ MSCs (Fig. 6f), indicating that the effects of MSCs on chemotaxis do not require direct cell contact.

**Fig. 6:**
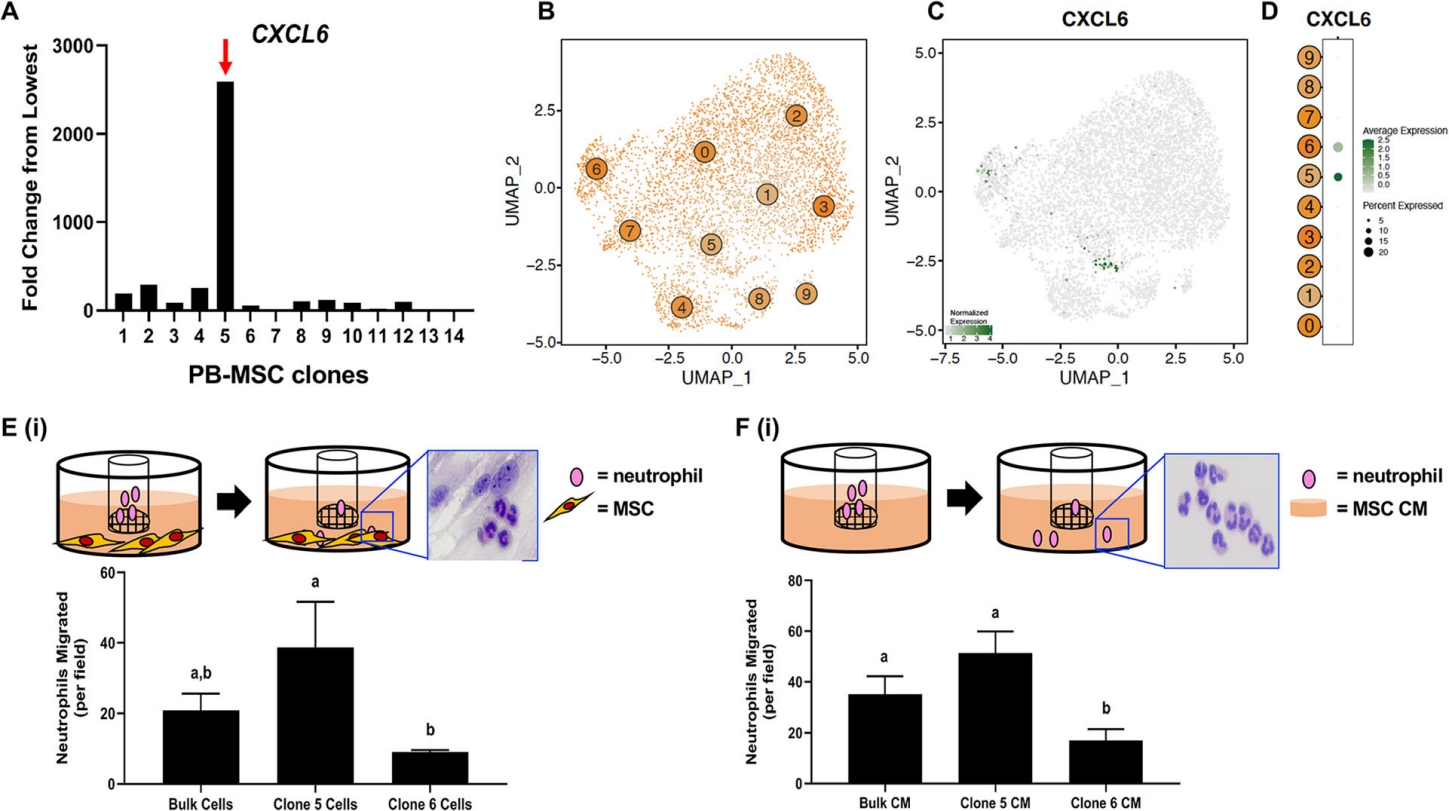
Intra-source heterogeneity of peripheral blood (PB)-derived mesenchymal stromal cells (MSCs) translates into varying chemoattractant capacity. **a** C-X-C motif chemokine ligand 6 *(CXCL6)* expression in 14 clones generated from a bulk PB-derived MSC culture, as determined by qRT-PCR. **b** UMAP representation of PB-derived MSC clusters. Points are colored by unsupervised clustering assignment. **c** *CXCL6* RNA expression pattern in PB-derived MSCs. Expression values are scaled from 2nd to 98th percentile of gene expression across all plotted cells. **d** *CXCL6* RNA expression across PB-derived MSC clusters. Dot size is proportional to number of cells with detectable expression of *CXCL6.* Dot color intensity indicates gene expression values scaled across plotted clusters. **e** Schematic of the neutrophil chemotaxis assays, with insert showing hematoxylin stained neutrophils and MSC, after neutrophil migration **(i)** and quantification of neutrophil migration toward the bulk PB-derived MSC population, clone 5 MSCs, and clone 6 MSCs **(ii)**. **f** Schematic of the neutrophil chemotaxis assays, with insert showing hematoxylin stained neutrophils after migration **(i)** and quantification of neutrophil migration toward the conditioned medium (CM) from the bulk PB-derived MSC population, clone 5 MSCs, and clone 6 MSCs **(ii).** Significant differences are depicted by different letters, *n* = 3. Data are presented as the mean ± standard deviation. P < 0.05

These results demonstrate that *CXCL6* expression levels in MSCs are correlated with increased neutrophil migration in vitro and provide proof-of-concept that intra-source heterogeneity in PB-derived MSCs translates into biologically relevant functions, such as those related to immune modulation.

## Discussion

To the best of our knowledge, this study is the first to use single-cell RNA sequencing (scRNA-seq) to compare expression profiles of mesenchymal stromal cells (MSCs) isolated from 3 tissue sources from a single donor. Gene expression profiling at single cell resolution indicate that MSCs derived from different tissue sources are transcriptionally distinct, and that MSCs derived from the same tissue source exhibit variation in gene expression as well. Importantly, we demonstrate that this inter- and intra-source transcriptomic heterogeneity corresponds with differences in biological function, with individual cells/populations exhibiting varied phenotypes.

It is generally accepted, albeit not very well understood, that MSCs isolated from different tissue sources vary phenotypically [56–58] and consequently, have distinct therapeutic capacities [59]. This study confirmed inter-source heterogeneity across cultures derived from three tissue sources from the same donor. All samples were processed in parallel at the same time, and although we cannot fully rule out the possibility that the observed inter-source differences could be due to technical batch effects, we believe this to be unlikely based on differential gene expression patterns. Additionally, we showed that junctional adhesion molecule 2 *(JAM2)* expression levels contribute to differences in MSC migration and invasion. The importance of MSC motility when considering these cells for therapy is well appreciated [60, 61]. Ideally, after being injected into a patient, MSCs migrate to the site of damaged tissue, where they contribute to repair by secreting active factors that recruit immune cells and stimulate resident cells [62, 63]. For cancer therapy, optimal MSCs for treatment are considered those with invasive properties so that they can integrate into tumors [64]. Using knock-down experiments of *JAM2* as proof-of-concept, we determined that this molecule contributes to migration and invasion of BM-derived MSCs. Although the role of JAM-2 has been well-explored in the context of its interaction with JAM-C on hematopoietic stem cells (HSC), resulting in the regulation of the migration of HSC progenitors in and out the BM in vivo [52], its role on migration and other JAM-2-associated functions of MSCs had not been explored until now.

In our initial analyses, we found that a considerable degree of intra-source transcriptional heterogeneity could be attributed to genes associated with cell cycle. This influence of genes involved in cell cycling was noted previously by another group using scRNA-seq to study human MSCs [65] but was not directly addressed in their analysis. Upon accounting for cell cycle phase (as assigned by gene expression patterns), we observed intra-source heterogeneity of BM- and PB-derived MSCs. Differential gene expression testing between clusters revealed low numbers of differentially expressed genes detected in AT-derived equine MSCs, a result that is similar to one obtained in a study using human AT-derived MSCs [20]. In that study, AT-derived MSCs were found to exhibit less transcriptomic heterogeneity when compared to donor-matched BM-derived MSCs. Our current work now expands on this finding by including PB-derived MSCs. These data add to the growing list of similarities between MSCs from human and equine origin [66].

In addition to intra-source transcriptional heterogeneity detected in our scRNA-seq analyses, we also observed intra-source differences in MSC functions, i.e. chemoattractive activity. MSC-based immunomodulation is considered highly relevant therapeutically and MSCs are primarily studied in human medicine for treatment of immune-related diseases and as anti-cancer therapies [67–69]. We found that clonal cell lines derived from individual PB-derived MSCs exhibited varying expression levels of C-X-C motif chemokine ligand 6 (*CXCL6)* and that this variation in expression directly correlated with neutrophil attractant activity. In this regard, it is worth noting that human progenitor cell derived CXCL6 has been explored as a therapy [70] and that equine and human MSCs can be primed to specifically increase CXCL6 production with the goal of improving therapeutic outcomes [71, 72]. To obtain these clonal cell lines, we separated cells using a technique employed by other research groups working with MSCs [73, 74]. Thus, it can be envisioned that clinical efficacy of MSC cultures may be enhanced by screening for clonal cell lines that express a specific immunomodulatory expression pattern beneficial for a specific disease. Moreover, if such a clonal cell line of interest would express a distinct combination of genes encoding cell surface markers, then MSCs with that particular profile could be captured by flow cytometric cell sorting from a bulk MSC mixed culture. This approach has been used previously to enrich human BM-derived MSCs for CD146^+^ cells, with the goal of establishing a culture with enhanced osteogenic differentiation potential [75]. It has also been shown effective for the isolation of CD45^−^/Ter119^−^/Sca-1^+^ cells from primary mouse BM-derived MSCs. These markers are indicative of mesenchymal progenitors, allowing them to be separated from contaminating hematopoietic cells [76]. Indeed, our scRNA-seq results expand the list of potential surface markers to isolate MSCs from different tissue sources.

While our group and others have begun to explore MSC heterogeneity, the sources and degree of this heterogeneity are not well understood and widely debated [77, 78]. It has been proposed that MSC populations may either be comprised of a mixture of cell types with different cell fates or that they are cells of one particular type that exhibits subtler cell-to-cell variation. In addition, heterogeneity can also be introduced by cell environment, where MSCs derived from different tissue sources may be similar in origin but primed by the tissue they reside in to exhibit distinct functions. Further experimental studies are necessary to fully understand variation in MSCs and how that variation impacts MSC function.

The horse is not only an ideal large animal for the collection of donor matched MSCs from different tissues for transcriptomic and functional in vitro studies, but it is also a physiologically highly relevant species that can be used for studies to test MSC activities in vivo. For example, a well-established equine skin wound model was used for treatment with endothelial colony forming cells and local immune cell responses were assessed, in part, based on neutrophil density at the wound site [79]. We propose a similar model could be used to evaluate the efficacy of MSC clones exhibiting differing levels of *CXCL6* expression on wound healing, and to specifically determine if MSC-secreted CXCL6 affects neutrophil migration to damaged tissue by assessing the level of neutrophil migration. Another equine model, in which labeled MSCs were injected into surgically created superficial digital flexor tendon (SDFT) lesions of horses and tracked for up to 9 weeks post-treatment with low-field magnetic resonance imaging [80] could, in theory, be used to evaluate the in vivo importance of JAM-2 for MSC motility by injecting labeled MSCs with stably knocked-down or over-expressed *JAM2*. It would be of interest to design such future studies, based on the relevance of equine skin wound and SDFT lesion models for human wound management and orthopedic injuries [26, 27] respectively.

## Conclusions

Taken together, our work demonstrates that single-cell transcriptomic data can provide the rationale for functional studies that will allow for (i) a better understanding of the cellular heterogeneity that imparts specific therapeutically beneficial properties on MSC and (ii) the development of methods to capture and expand specific MSCs that exhibit these properties. These advances will accelerate MSC therapy to move from bench to bedside.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

**Additional file 8.**

**Additional file 9: Figure S1.** Cloning procedure used to generate mesenchymal stromal cell (MSC) lines from single cells. MSC isolated from peripheral blood (PB) were labeled with CellTracker to visualize single individual cells. Cells were plated at a frequency of 0.5 cells per well in 96-well plate wells, and wells containing single cells were identified. Upon confluency, those clones that started with single cells were expanded and collected for further analysis.

**Additional file 10: Figure S2.** Flow cytometry plots of mesenchymal stromal cell (MSC) protein expression patterns. **a** Plots of proteins expressed by MSC. **b** Plots of proteins not expressed/expressed at low levels by MSC. Colored histograms indicate fluorescence of MSC labeled with protein-specific antibodies. Gray histograms indicate fluorescence of MSC labeled with appropriate immunoglobulin isotypes as controls.

**Additional file 11: Figure S3.** **a** UMAP plot of CD34 transcripts detected in MSCs by scRNA-seq. **b** *JAM2* expression in MSCs isolated from donor-matched adipose tissue (AT), bone marrow (BM), and peripheral blood (PB) by RT-PCR. JAM2 expression of BM-derived MSCs that were either not transfected or transfected with *JAM2*-specific siRNA or scramble siRNA (control) by RT-PCR **c** and Western blot **d** Representative images of blots are included as well **(ii).** Significant differences are depicted by different letters, *n* = 3 and *n* = 2 for RT-PCR and Western blots, respectively. Data are presented as the mean ± standard deviation. *P* < 0.05.

**Additional file 12: Figure S4.** Validation of mesenchymal stromal cell (MSC) gene expression patterns detected using Single-cell RNA sequencing (sc-RNAseq). Graphs of gene expression patterns in adipose tissue (AT), bone marrow (BM), and peripheral blood (PB) MSC isolated from 3 donor horses as determined by RT-PCR. MSC isolated from Horse 1 were used for sc-RNAseq.

## Data Availability

The scRNA-seq dataset supporting the conclusions of this article is available for download from the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number # GSE156467.

## Abbreviations

AT: adipose tissue
BM: bone marrow
CRABP2: cellular retinoic acid binding protein 2
CXCL6: C-X-C motif chemokine ligand 6
JAM2: junctional adhesion molecule 2
MGLL: monoglyceride lipase
MSC: mesenchymal stromal cell
PB: peripheral blood
scRNA-seq: single-cell RNA sequencing

How the deposited data were processed for this re-analysis (not part of the article)

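Donor-matched MSCs from AT, BM and PB of 1 mare were profiled by droplet scRNA-seq after 2 passages in culture, with 1 library per source. The sources were taken from the titles of the deposited samples and from the paper, whereas the source name deposited with all 3 samples gives mononuclear cells of peripheral blood. Reads had been assigned to barcodes and mapped to EquCab3.0 by the authors with CellRanger, and ESAT had been used to count UMIs per gene, including reads just downstream of annotated genes, leaving out overlapping exons of opposite strands and counting duplicated features in a second run that was merged to 1 entry per gene. The values the authors deposited are whole-number UMI counts per gene and barcode without normalization. Genes carry the symbols or Ensembl identifiers of the deposited matrices, which also give a chromosome and strand, and Ensembl identifiers without a symbol could not be paired with names from the reference table in hand.

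From these counts, barcodes with 2500 to 15000 UMIs and at most 3% mitochondrial UMIs were kept. The matrices held 11757, 6455 and 6180 barcodes for AT, BM and PB, and 161, 183 and 259 of these lay above the upper UMI limit, while 38, 166 and 49 within the UMI limits were removed for mitochondrial UMIs. Genes in fewer than 3 kept cells of a source were left out of clustering. The multiplet caller named in the methods was not run, and whether its calls are still in the matrices is not known. The alternative without likely doublets left out the 5% of cells with the highest Scrublet score (Scanpy 1.11.5). Levels are CPM of the summed UMIs of the kept cells, and differences between sources are differences of log2(CPM + 1). Where a sum is 0, a fold is given as a lower bound against 3 UMIs over all kept cells of a source. Exact 95% Poisson intervals of sums and Clopper-Pearson intervals of shares (SciPy 1.17.1) cover counting error only. With 39980656, 40239295 and 41622445 UMIs in the kept cells, 3 UMIs correspond to 0.0750, 0.0746 and 0.0721 CPM.

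Clusters were made with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with 3000 variable genes, regression of the mitochondrial percentage and of the cell cycle difference, 20 neighbours and the smart local moving algorithm at resolution 0.6. The numbers of principal components were 14 for AT, 23 for BM and 20 for PB, as stated in the methods, and 20 for the joint analysis. These versions are later than the paper's. Phases were called with CellCycleScoring. Genes of Additional files 1 and 3 to 5 were taken from the text of those files. No test was run across cells and no genes were counted as changed, because each source had 1 library. The comparisons with edgeR that the paper ran on single cells were therefore not repeated, and edgeR 4.0.16 was used only for TMM factors. As a check of the filters, the share of cells with a UMI that Additional file 1 gives for 92 genes was compared with the share in the kept cells, and the largest difference was 1.40 percentage points. GO enrichment was not analysed here, nor were the RT-PCR, siRNA, clone and functional experiments.

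The computation of log2 ratios was tested on simulated Poisson counts. They were drawn from a single mean profile pooled over the 3 libraries, with the real library sizes. With 100 genes raised and 100 lowered 4-fold among 6547, 100 and 100 were recovered in AT against the other two sources. Of the 6347 unchanged genes, 0 passed a log2 ratio of 1. Matching of gene lists to clusters recovered 200 of 200 genes whose CPM was raised 4-fold in 1 of 6 random groups of BM-derived MSCs. With changes this large and counting error only, these outcomes were close to fixed, so they check the arithmetic alone.

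The genes named in the text, except where stated, and the alternatives, apart from those without AT barcodes that the PB library also held and with list matching within a cell cycle class, were chosen before the data were examined. The genes are the genes that the paper names for the scRNA-seq, the 5 genes per source with the largest log2 ratio over the higher of the other two sources among genes with a UMI in at least 25% of its kept cells, the 3 genes with the largest fold change of each list of Additional files 3 to 5, and fixed lists of markers of stromal, haematopoietic, endothelial, smooth muscle or pericyte, osteoblast, adipocyte and chondrocyte cells and of an interferon response and proliferation. The alternatives were thinning of every cell to 2500 UMIs, all barcodes with at least 500 UMIs, no mitochondrial limit, no upper UMI limit, removal of cells with high Scrublet scores, TMM factors, a pseudocount of 25 CPM, means of single-cell CPM, cells called G1 only, log normalization, no cell cycle regression, resolutions of 0.05, 0.4 and 0.8, 10 or 30 principal components, equal numbers of cells, clusters on one part of a random split of the UMIs of each cell into equal parts, variable genes without those of Additional file 1, a threshold of 2 UMIs, other expression minimums of 50 and 200 CPM and all clusters in place of the G2M/S lo ones. Those chosen after seeing the data are the exceptions named above.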

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

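Of the tests on this pattern, the comparison with the number of barcodes shared by chance was chosen after the result was seen. The AT library held 6155 barcodes below 2500 UMIs, a part of the data that the paper does not report on, and 5711 of them were also barcodes of the PB library. In all, AT and PB shared 5788 barcodes, while AT and BM shared 106 and BM and PB 57. From the pairs with BM, about 103 barcodes would be shared by chance, so the observed number was 56.4 times larger, which argues against chance. The shared low-UMI barcodes had a median of 829 UMIs in AT and 7756 UMIs in PB, and the ratio of a barcode's UMIs in AT to those in PB had a median of 10.7% with 5th and 95th percentiles of 10.0 and 11.5%. They held 4918153 UMIs, 10.1% of the AT library.

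Free RNA of AT-derived MSCs in droplets without a cell would give these barcodes the makeup of AT cells. Against this, the genes of the AT list of Additional file 1 lay at a median log2 ratio of -2.74 relative to the kept AT-derived MSCs whose barcodes PB did not hold. *JAM2* was at 165 CPM in the shared barcodes, 1.24 CPM in those kept AT-derived MSCs and 166 CPM in PB, and *IGFBP5* at 8.95, 259 and 0.0240 CPM. Across 6550 genes, which are not independent replicates, Pearson's r of their log2 levels was 0.995 with PB-derived and 0.915 with AT-derived MSCs. For the 444 low-UMI AT barcodes that PB did not hold, it was 0.965 with AT- and 0.878 with PB-derived MSCs.

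A candidate explanation is that PB molecules were carried into the AT library, for example by exchange of sample indexes between pooled libraries. If so, a barcode in AT should be closest to the same barcode in PB. Among 4867 shared low-UMI barcodes with at least 500 UMIs, the same barcode was the closest of all in PB for 429, or 8.81%, where chance gives 0.0205%. The median correlation over 1000 genes was 0.0804 with the same barcode and -0.000788 with other barcodes. How the molecules were carried over was not tested, and no biological explanation was tested. The kept cells were little affected, since 74 of 5403 kept AT-derived MSCs had a barcode of the PB library, against 48 with a barcode of the BM library. With the shared barcodes left out of AT, an alternative chosen after seeing the data, the log2 ratio of *JAM2* in BM over AT was 7.67. Where all barcodes with at least 500 UMIs were used, 45.8% of the AT barcodes were shared with PB and the ratio was 4.55.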

How the results depend on the processing

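No paired analysis was possible because each source had 1 library. The alternatives without the AT barcodes that the PB library also held and with lists matched within a cell cycle class were chosen after seeing the data. No log2 ratio reported for *JAM2* or *IGFBP5* changed direction under any alternative run. The numbers of Additional file 1 genes above a log2 ratio of 1, of marker and source pairs above 50% and of list genes highest in the matched cluster (from 427 to 471 of 497) stayed within 1.5 times their reported values. The highest number of list genes came from matching within a cell cycle class, where as few as 2 clusters were compared, so a high number is close to fixed there. The cause of the changes below was not tested unless a value is given for it.

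The reported values were 7.46 and 1.45 for the *JAM2* log2 ratios of BM over AT and over PB and 3.91 for *IGFBP5* in AT over BM. They were 98.4% of cells in a joint cluster led by their own source, 59.3%, 67.4% and 57.4% of AT, BM and PB cells called G1 and a spread between clusters of 0.435, 0.506 and 0.544. With every kept cell thinned to 2500 UMIs, the *CD34* share in AT was 0.148%, the *CXCL6* share in PB was 1.90% and the *JAM2* log2 ratio of BM over PB was 1.58. Under the same alternative, the *IGFBP5* log2 ratio was 4.27, 97.9% of cells lay in a joint cluster led by their own source and 1 AT cluster was G2M/S hi. Under the same alternative, 51.0% of AT, 62.7% of BM and 51.4% of PB cells were called G1. With all barcodes of 500 UMIs or more, 10788 AT barcodes were kept, the *CD34* share in AT was 0.241% and the *JAM2* log2 ratio of BM over AT was 4.55. Under the same alternative, the *JAM2* log2 ratio of BM over PB was 1.39, the *IGFBP5* log2 ratio was 3.38 and 47.1% of AT and 65.9% of BM cells were called G1. Without the mitochondrial limit, 57.8% of AT cells were called G1. Without the upper UMI limit, the *JAM2* log2 ratio of BM over PB was 1.40 and the *IGFBP5* log2 ratio was 3.57. With TMM factors, the *JAM2* log2 ratio of BM over PB was 1.22 and the *IGFBP5* log2 ratio was 4.18. With a pseudocount of 25 CPM, the *JAM2* log2 ratio of BM over AT was 4.18, the *JAM2* log2 ratio of BM over PB was 1.33 and the *IGFBP5* log2 ratio was 2.78. With means of single-cell CPM, the *JAM2* log2 ratio of BM over PB was 1.56 and the *IGFBP5* log2 ratio was 4.19. In cells called G1, the *JAM2* log2 ratio of BM over AT was 7.85, the *JAM2* log2 ratio of BM over PB was 1.73 and the *IGFBP5* log2 ratio was 5.95. With log normalization, 99.2% of cells lay in a joint cluster led by their own source. Without cell cycle regression, 96.7% of cells lay in a joint cluster led by their own source. With 10 principal components, 96.1% of cells lay in a joint cluster led by their own source. With 30 principal components, 97.8% of cells lay in a joint cluster led by their own source. With equal numbers of cells, the spread between clusters was 0.574 in BM. With the UMIs split for clustering and measurement, the spread between clusters was 0.491 in AT, 0.418 in BM and 0.522 in PB. At resolution 0.05, 95.2% of cells lay in a joint cluster led by their own source and there were 3 joint clusters. At resolution 0.4, 94.4% of cells lay in a joint cluster led by their own source, there were 4 AT clusters and 1 AT cluster was G2M/S hi. Under the same alternative, the spread between clusters was 0.468 in AT, 0.384 in BM and 0.557 in PB. At resolution 0.8, the spread between clusters was 0.441 in AT and 0.518 in BM. Without the genes of Additional file 1 among the variable genes, 97.2% of cells lay in a joint cluster led by their own source. With a threshold of 2 UMIs, the *CD34* share in AT was 0.0555% and the *CXCL6* share in PB was 1.41%. With an expression minimum of 50 CPM, the spread between clusters was 0.418 in AT and 0.554 in PB. With an expression minimum of 200 CPM, the spread between clusters was 0.482 in AT and 0.558 in PB. With all clusters in place of the G2M/S lo ones, the spread between clusters was 0.534 in AT, 0.732 in BM and 0.595 in PB.

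The smaller *JAM2* ratio of BM over AT with all barcodes of 500 UMIs or more goes with the many of those barcodes that AT shared with PB. The shared AT barcodes below 2500 UMIs, some of them below 500, held 813 *JAM2* UMIs, against 64 in the kept AT-derived MSCs. The shared barcodes were left out only of the kept cells, where the ratio was 7.67. They were not left out of the larger set, so the cause was not tested. The larger *IGFBP5* ratio in G1 cells goes with 606 of the 651 *IGFBP5* UMIs of BM lying in a cluster with 89.9% of cells called S or G2M. Thinned shares are lower by construction, since fewer UMIs are drawn from each cell. Of the shares of single marker genes and of *CXCL6* in AT and BM, 37 values under an alternative lay outside the counting interval of the reported share and 119 within it. Depth limits the rare transcripts most, since *CD79A* rested on 3, 4 and 5 UMIs in AT, BM and PB and *DRA* on 2 in AT and 2 in BM.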

Differences from the paper's values

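The paper reports 3 groups of cells in the joint analysis, and 11 clusters were found here. Of the alternatives chosen before the data were examined, a resolution of 0.05 gave 3, while log normalization gave 12, no cell cycle regression 11, resolutions of 0.4 and 0.8 8 and 14, 10 and 30 principal components 11 and 10, thinned cells 11, removal of cells with high Scrublet scores 11 and variable genes without those of Additional file 1 10.

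For *JAM2* in BM against the other two sources, the paper's log2 fold change is 2.29, and the log2 ratio of CPM + 1 was 4.46 here. Among the alternatives chosen before the data were examined, the nearest were 2.76 with a pseudocount of 25 CPM and 2.97 with all barcodes of 500 UMIs or more, and none reached the paper's value within its counting bounds, with 4.46 in thinned cells, 4.41 without the mitochondrial limit, 4.41 without the upper UMI limit, 4.46 without cells of high Scrublet score, 4.22 with TMM factors, 4.45 with means of single-cell CPM and 4.79 in G1 cells. For *IGFBP5* in AT against the other two sources, the paper's log2 fold change is 2.26, and the log2 ratio of CPM + 1 was 5.95 here. Among the alternatives chosen before the data were examined, the nearest were 3.14 with a pseudocount of 25 CPM and 5.60 with all barcodes of 500 UMIs or more, and none reached the paper's value within its counting bounds, with 6.13 in thinned cells, 5.93 without the mitochondrial limit, 5.77 without the upper UMI limit, 5.96 without cells of high Scrublet score, 6.13 with TMM factors, 6.08 with means of single-cell CPM and 7.00 in G1 cells. The paper's values come from a model of single cells with a term for the gene detection rate, a different scale from a ratio of sums. Over the 92 genes of Additional file 1 the paper's fold change was the smaller of both for 86 genes, and Spearman's rho between them across genes, which are not independent replicates, was 0.708. With a pseudocount of 25 CPM it was the smaller for 64 genes, and rho was 0.757.

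The paper states that *ITGB1*, *CD44*, *THY1*, *ENG* and *B2M* were expressed by most cells of each source. Of the 15 pairs of gene and source, 11 had a UMI in more than 50% of the kept cells. *THY1* in PB (45.5%) and *ENG* in AT (34.4%), BM (36.0%) and PB (40.7%) did not. A share of cells with a UMI depends on depth and is not the share of cells that express a gene. *ENG* had 2485 UMIs in AT, 2586 in BM and 2931 in PB, fewer than the kept cells of each source. *THY1* had 3768 UMIs in PB, also fewer than the kept cells. Shares below 50% therefore do not contradict the paper's statement. The paper states that AT-derived MSCs were the least heterogeneous between clusters, and here the spread between clusters was lowest in AT in 6 of 8 settings and lowest in BM in 2. In Additional file 1, the CPM was highest in the listed source for 36 of 37 AT, 34 of 35 BM and 18 of 20 PB genes.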

Other observations

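Of the tests reported below, those on an interferon response and on *CXCL6* in BM were chosen after the results were seen, as was the removal of *CD74* from the test on haematopoietic cells, and *HMX2*, *HMX3* and *HAND2* were named after their values were seen. At a joint resolution of 0.05, 644 of the 652 cells of a rebuilt BM cluster, 11.7% of BM-derived MSCs, were grouped with AT-derived MSCs. This grouping does not hold at resolution 0.6, where the 3 AT-led clusters held 39, 12 and 7 BM-derived MSCs. Fig. 2a also shows BM-derived MSCs apart from the main BM group. The cluster had 33.5 CPM of *JAM2* against 533 CPM in the other BM-derived MSCs, and in UMIs held out from a clustering on the other part of a random split 29.3 and 539.7 CPM. In the held-out UMIs *HMX2* was at 83.6 CPM in the cluster and 1.29 CPM in the rest, *HMX3* at 34.2 and 0.176 CPM and *HAND2* at 44.6 and 1.58 CPM. In AT- and PB-derived MSCs *HMX2* was at 1.68 and 0.0961 CPM and *HMX3* at 1.03 and 0 CPM, while *HAND2* was at 0.100 CPM in AT and 25.2 CPM in PB.

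Cells of AT in the BM library would carry the AT genes at the AT level, but the genes of the AT list lay at a median log2 ratio of -1.87 relative to AT-derived MSCs, with *MFAP4* at 0.812 CPM in the cluster and 179 CPM in AT. Cell cycle phase would group the other cycling BM clusters with AT as well, but 1.05% of their 860 cells were, while 64 of the 66 cells of the cluster called G1 were. Droplets with 2 cells would hold more UMIs and high Scrublet scores. The median of 9468 UMIs in the cluster, the highest of the BM clusters and 1.38 times that of all BM-derived MSCs, goes with this, but 5.21% of the cluster lay among the 5% of BM-derived MSCs with the highest scores, and pairs of other BM-derived MSCs would not hold the level of *HMX2* seen there. The genes of the BM list were also lower there than in the other BM-derived MSCs, with a median log2 ratio of -1.72. A hypothesis is that the BM culture held a second population of proliferating stromal cells with little *JAM2*. Cells of a culture outside the 3 libraries were not tested as a source and stay open. Without the cluster, the log2 ratio of *JAM2* in BM over PB was 1.68.

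Of the 56 *DRA* UMIs in PB-derived MSCs, 83.9% lay in 7 cells of a cluster of 38 cells with 0.663% of the UMIs, whereas free RNA would spread over clusters in proportion to their UMIs. *CD74*, which encodes the invariant chain of MHC class II, had 48 UMIs in the cluster (174 CPM) and 4 elsewhere (0.0967 CPM). It is on the fixed list of haematopoietic genes and was left out of their sum after its values were seen, since it goes with MHC class II in any cell type, and with it the sum would be far higher in the cluster than elsewhere. Haematopoietic cells left in the culture would bring their other transcripts, but the 7 remaining haematopoietic genes of the fixed list summed to 7.24 CPM in the cluster (2 UMIs, all of *CD68*) and 6.09 CPM in the other PB-derived MSCs. Of these genes, *PTPRC*, *LYZ* and *CD3E* had no UMI in any PB-derived MSC. The 7 cells with *DRA* had none of these transcripts among 63232 UMIs and all expressed *COL1A1*, at 4064 CPM against 6043 CPM in the PB-derived MSCs outside the cluster, with *COL1A2* at 6958 and 7094 CPM. An interferon response is a candidate explanation that stays open. The 7 genes of the fixed interferon list were all highest in this cluster among the PB clusters, by a median of 13.6-fold over the other PB-derived MSCs, but all 7 are also in the paper's list for its cluster 9, drawn from these libraries, so the test could hardly have come out otherwise. *GBP1* was at 2467 CPM in the cells with *DRA* and 446 CPM in the 31 cells of the cluster without it, and *ISG15* at 2103 and 1935 CPM. These values rest on 7 cells.

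*CXCL6* was at 27.7 CPM in BM and 27.6 CPM in PB, a log2 ratio of 0.00277 with counting bounds of -0.16 to 0.17 that include 0, although more BM- than PB-derived MSCs had a UMI. The molecules lay in fewer cells in PB. In BM 26.2% of the cluster of 652 cells with low *JAM2* and 19.2% of a cluster of 365 cells had a UMI. Cells of PB in the BM library would lie with PB-derived MSCs in the joint analysis, but 19 of the 1114 *CXCL6* UMIs of BM, or 1.71%, lay in the 1.09% of BM-derived MSCs that lay in PB-led clusters, and without these the level in BM was 27.5 CPM. At the *CXCL6* level of PB, molecules of PB would have to make up about 100.2% of the UMIs of BM to give the level there. The genes of the BM list were at a median log2 ratio of 1.76 in BM over PB, which argues against this for those genes. Molecules from a part of the PB cells stay open. The PB cluster with 234 CPM held 694 *CXCL6* UMIs, against 1114 in BM. Its counted molecules alone would thus not give the level of BM. *MSX1*, at 79.6 CPM in PB, was at 26.8 CPM in BM-derived MSCs with a *CXCL6* UMI and 13.2 CPM in those without. This goes with molecules of PB, but 171 of the 525 BM-derived MSCs with a *CXCL6* UMI lay in the cluster of 652 cells. *MSX1* was not compared within clusters, so its values cannot tell molecules of PB from a difference between BM clusters. BM and PB shared 57 barcodes where about 55.7 were due to chance, which goes against molecules carried over with their barcodes. A difference between tissues remains open and was not tested.

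The fixed marker lists gave the following shares of kept cells with a UMI, without a test. Of the 9 stromal genes, 9 were found in at least 25% of AT-, 9 of BM- and 8 of PB-derived MSCs. Of the haematopoietic genes, *CD68* was found most often, in 5.00%, 7.44% and 3.69% of AT-, BM- and PB-derived MSCs. The endothelial gene found most often was *CLDN5* in AT, in 0.444% of cells, and no endothelial gene exceeded this share in BM or PB. Of the smooth muscle or pericyte genes, *TAGLN* was found most often, in 89.9%, 97.6% and 97.5% of AT-, BM- and PB-derived MSCs. The osteoblast gene found most often was *IFITM5* in AT (7.29%), *ALPL* in BM (36.2%) and *ALPL* in PB (76.1%). The adipocyte gene found most often was *LPL* in AT (1.30%), *FABP4* in BM (1.85%) and *PLIN1* in PB (0.0940%). Of the chondrocyte genes, *SOX9* was found most often, in 1.15%, 7.94% and 4.06% of AT-, BM- and PB-derived MSCs. Of the interferon genes, *IFI6* was found most often, in 46.3%, 50.2% and 67.8% of AT-, BM- and PB-derived MSCs. Of the proliferation genes, *PCNA* was found most often, in 33.4%, 47.0% and 36.0% of AT-, BM- and PB-derived MSCs.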
